# MiR-221 Influences Effector Functions and Actin Cytoskeleton in Mast Cells

**DOI:** 10.1371/journal.pone.0026133

**Published:** 2011-10-12

**Authors:** Ramon J. Mayoral, Lorenzo Deho, Nicole Rusca, Nenad Bartonicek, Harpreet Kaur Saini, Anton J. Enright, Silvia Monticelli

## Abstract

Mast cells have essential effector and immunoregulatory functions in IgE-associated allergic disorders and certain innate and adaptive immune responses, but the role of miRNAs in regulating mast cell functions is almost completely unexplored. To examine the role of the activation-induced miRNA miR-221 in mouse mast cells, we developed robust lentiviral systems for miRNA overexpression and depletion. While miR-221 favored mast cell adhesion and migration towards SCF or antigen in trans-well migration assays, as well as cytokine production and degranulation in response to IgE-antigen complexes, neither miR-221 overexpression, nor its ablation, interfered with mast cell differentiation. Transcriptional profiling of miR-221-overexpressing mast cells revealed modulation of many transcripts, including several associated with the cytoskeleton; indeed, miR-221 overexpression was associated with reproducible increases in cortical actin in mast cells, and with altered cellular shape and cell cycle in murine fibroblasts. Our bioinformatics analysis showed that this effect was likely mediated by the composite effect of miR-221 on many primary and secondary targets in resting cells. Indeed, miR-221-induced cellular alterations could not be recapitulated by knockdown of one of the major targets of miR-221. We propose a model in which miR-221 has two different roles in mast cells: in resting cells, basal levels of miR-221 contribute to the regulation of the cell cycle and cytoskeleton, a general mechanism probably common to other miR-221-expressing cell types, such as fibroblasts. Vice versa, upon induction in response to mast cell stimulation, miR-221 effects are mast cell-specific and activation-dependent, contributing to the regulation of degranulation, cytokine production and cell adherence. Our studies provide new insights into the roles of miR-221 in mast cell biology, and identify novel mechanisms that may contribute to mast cell-related pathological conditions, such as asthma, allergy and mastocytosis.

## Introduction

Mast cells are cells of the innate immune system that reside in most tissues and are characterized by cytoplasmic granules containing active mediators such as histamine and proteases, which can be rapidly released upon activation. A broad panel of cytokines and chemokines is also rapidly synthesized upon acute stimulation, although some cytokines (such as TNFα) can be pre-stored in the granules [1], [2]. On the surface, mast cells are characterized by the expression of KIT and FcεRI (high-affinity IgE receptor). KIT, the receptor for the stem cell factor (SCF), is a critical regulator of mast cell differentiation, proliferation, activation and survival. Although mast cells have been considered for a long time detrimental to the host, mainly because of their major role as master effector cells in allergic responses, it is now becoming clear that depending on the context, mast cells can either positively or negatively regulate innate or adaptive immune responses to pathogens or allergens (for a recent review see [3]).

MicroRNAs (miRNAs) are small, non-coding RNAs that are emerging as major players in the regulation of endogenous gene expression in immune homeostasis [4]. Specifically, miRNAs regulate the expression of target genes by interacting with sites in the 3′ untranslated region (3′UTR) of their target mRNAs. MiRNAs regulate all aspects of a cell, including differentiation, function, proliferation, survival, metabolism, and responses to environmental changes. A single miRNA can potentially modulate the expression of hundreds of transcripts in a cell, both by direct and indirect effects, and as many as 90% of human genes may be regulated by miRNAs [5]. MiRNAs are implicated in various pathologic conditions as well as in tumorigenesis [4], [6], and within the immune system, deletion or overexpression of specific miRNAs can impair innate or adaptive immune responses [7].

While the importance of miRNAs in various types of normal and diseased cellular processes is by now well established, very little is known about the role of miRNAs in mast cell development, function and disease. Our lab identified miR-221/-222 as a family of miRNAs that is transcriptionally induced upon mast cell activation, and we showed that expression of miR-221 and/or miR-222 to levels similar to the endogenous of activated mast cells, led to reduced mast cell proliferation [8]. MiR-221 and miR-222 derive from the same primary transcript and share the same seed sequence, implying that they should recognize the same targets [9]. Following up on our previous studies, we investigated the role of miR-221 in mast cell differentiation and function. Specifically, we found that although miR-221 does not seem to affect mast cell differentiation, it has important roles in regulating multiple processes in differentiated mast cells, such as degranulation, adhesion and migration, some of which may be linked to a dysregulation in the actin cytoskeleton. Indeed, we found that alteration of miR-221 expression in mast cells and fibroblasts led not only to a reduction in cell proliferation similar to what we previously described using a different expression system, but also to an alteration of actin content and overall cellular shape in both cell types. Transcriptional profiling and bioinformatics analysis using the Sylamer algorithm [10], indicated that miR-221 effects in mast cells were mediated by the alterations of the level of expression of many primary and secondary targets. Importantly, such miR-221-mediated alterations of the cell phenotype could not be recapitulated by knockdown of one of the most prominent target for miR-221, suggesting that the observed effect of miR-221 in resting mast cells and fibroblasts is likely to be composite, due to the alteration of many genes. Moreover, we also observed mast cell-specific, activation-dependent effects of miR-221. Since miR-221 is expressed at basal level in mast cells, but it is also inducible upon stimulation, we propose a model in which miR-221 has a dual roles in these cells: at resting state, it contributes to the regulation of the cell cycle and cytoskeleton, a housekeeping effect that can be observed also in different cell types expressing this miRNA. However, in response to stimulation through IgE-antigen complexes, miR-221 effects are mast cell-specific and activation-dependent, contributing to the regulation of degranulation, cytokine production and cell adherence. Overall, our studies provide insights on the role of miRNAs in mast cells, and lay the groundwork for understanding some of the mechanisms underlying pathological conditions caused by mast cells, such as allergy and mastocytosis.

## Materials and Methods

### Ethics statement

All animal studies were performed in accordance with the Swiss Federal Veterinary Office guidelines and were approved by the Dipartimento della Sanita' e della Socialita', authorization number 18/2010.

### Plasmids

About 400bp of the mouse miR-221 or miR-222 genomic sequences were cloned into the pAPM lentiviral vector [11]. Point mutations in the seed sequence of miR-221 were introduced using the Quick Change Site-Directed Mutagenesis kit (Stratagene) and the following primers (mutations underlined): *miR-221mFW*: 5′-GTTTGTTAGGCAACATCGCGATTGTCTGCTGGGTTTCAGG; *miR-221mRV*: 5′- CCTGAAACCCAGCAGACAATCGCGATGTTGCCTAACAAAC. The control vector pAPM-shLuc, expressing a miR-30-based shRNA against luciferase, was obtained from Thomas Pertel and Jeremy Luban and contained the following sequence: 5′- CACAAACGCTCTCATCGACAAG. The miRNA target (miRT) vectors containing four sequences fully complementary to miR-221 and/or miR-222, were provided by Bernhard Gentner and Luigi Naldini [12].

### Cell cultures

For bone marrow-derived mast cells (BMMCs) differentiation, bone marrow cells from C57Bl/6 mice (6-8 weeks old) were differentiated and maintained in IMDM with 10% FBS, 2 mM L-glutamine, 0.1 mM non essential amino acids, 50 µMβ-mercaptoethanol, antibiotics and 50% WEHI-3 conditioned supernatant as a source of IL-3 [13], [14]. The IL-3-dependent mast cell line MC/9 (ATCC) was cultured as for primary BMMCs. 3T3 cells were cultured in DMEM supplemented with 10% FBS, 2 mM L-glutamine, 0.1 mM non-essential amino acids, 50 µMβ-mercaptoethanol and antibiotics.

### Transductions and transfections

Lentiviral transductions of mast cells were performed exactly as described [8], [13]. 3T3 cells were transduced with concentrated lentiviruses prepared exactly as described [8], [13] and selected with 2 µg/mL puromycin for several days before performing experiments. For transient transfections with oligonucleotides, 3T3 cells were transfected with Lipofectamine-2000 (Invitrogen) and 20pmol of siRNAs against p27^Kip1^ (siGENOME *Cdkn1b*) or control siRNAs (siGENOME non-targeting siRNA #2 and/or siGLO) (all from Thermo Scientific) following manufacturer's instructions. Cells were analyzed 48–72 h after transfection. Efficiency of transfection was assessed in each experiment by transfecting a fluorescent oligonucleotide (siGLO) and analyzing the percentage of siGLO+ cells by FACS, which usually ranged between 50 and 70%. The efficiency of protein knockdown was assessed by Western blot.

### RNA extraction and RT-PCR

Total RNA was extracted using TRIzol (Invitrogen) according to manufacturer's instructions. To analyze miRNA expression, qRT-PCR was performed using a miRNA reverse transcription kit and TaqMan miRNA assays from Applied Biosystems, following exactly manufacturer's instructions.

### Immunostainings and microscopy

Anti-KIT-APC, anti-FcεRIα-PE and anti-CD25-PE were purchased from eBioscience. For microscopy, 10^5^ BMMCs were labeled with CFSE (Invitrogen) and added to a monolayer of 3T3 cells on coverslips. After 12 hours, coverslips were washed to eliminate non-adherent cells, and cells were fixed with 3.7% p-formaldehyde, permeabilized with 0.1% Triton-X100 and stained with 160nM phalloidin-AlexaFluor-594 (Invitrogen). Glass slides were mounted using Gelvatol (20% polyvinyl alcohol, 100mM Tris-HCl pH 8.5, 2.5% DABCO). The same protocol was used to stain 3T3 cells grown directly on coverslips. Bright field images were captured with a Nikon Eclipse E800 and analyzed with the Openlab software (Improvision). For FACS-based quantification of F-Actin, 3·10^5^ cells were fixed 15–30 min in 4–5% p-formaldehyde, permeabilized 2min with 0.1% Triton-X100, and stained with phalloidin at a 1∶100 dilution.

### Degranulation, adhesion and migration assays

For degranulation assay, BMMCs (5·10^4^) were resuspended in 50 µL OptiMEM, 1% FBS and stimulated for 1 h with 1.5 µg/mL IgE-anti-DNP (clone SPE-7, Sigma) and 0.2 µg/mL DNP-HSA (Sigma). After stimulation, cell pellets were lysed in 50 µL of 0.5% Triton-X100 in OptiMEM, 1% FBS, and 50 µL of a 3.8 mM solution of the β-hexosaminidase substrate 4-nitrophenyl N-acetyl-β-D-glucosaminide (Sigma) were added to both cell lysates and supernatants. After incubation for 2 h at 37°C, the reaction was stopped with 90 µL glycine 0.2 M, pH 10.7, and absorbance was read at 405 nm. The percentage of degranulation was calculated as the ratio between the absorbance of supernatants and the total absorbance of supernatants and cell lysates [15]. Alternatively, degranulation was assessed using the same annexin V-PE kit used to detect apoptosis (BD-Pharmingen) [16], [17]. Briefly, cells were stimulated for 30 min with 1.5 µg/mL IgE-anti-DNP and 0.2 µg/mL DNP-HSA, in the presence or absence of 20 ng/mL SCF (Peprotech). Cells were then washed and stained with annexin V-PE following manufacturer's instructions. For adhesion experiments, 10^5^ BMMCs were added to a monolayer of 3T3 cells in 24-well plates. Floating cells were harvested 8h later, and adherent cells were detached using 10mM EDTA. In order to distinguish BMMCs from fibroblasts, cells were stained for KIT, and numbers of KIT+ cells were evaluated by FACS. The percentage of adherent cells was calculated as the ratio between adherent cells versus total. Cell migration was assayed using 24-well transwell chambers (Corning) with 8.0 µm pores in polycarbonate membranes. 2·10^5^ BMMCs were seeded in the upper chambers and allowed to migrate for 2 h. In some experiments, 20 ng/mL of SCF was used as chemoattractant, while in others BMMCs were first sensitized with 300 ng/mL IgE-anti-DNP for 12 h and then allowed to migrate towards 0.2 µg/mL DNP-HSA. The percentage of migrated cells was calculated as the ratio between the number of cells in the lower chamber versus total.

### Cell-cycle analysis and Western blots

For propidium iodide staining and DNA content analysis, non-confluent 3T3 cells were fixed in 70% ethanol for 45 min on ice, followed by incubation for 30 min at 37°C with 100 µg/mL RNaseA and 40 µg/ml propidium iodide. Cells were analyzed by FACS immediately afterwards. Total protein extracts for Western blot were prepared by cell lysis in Laemmli sample buffer. Samples were run on 12% SDS-polyacrylamide gels and immunodetection was performed with p27 C-19 and β-tubulin H-235 antibodies (Santa Cruz Biotechnologies).

### Microarrays and Sylamer analysis

Gene arrays were performed at Miltenyi Biotec using Agilent dual-color whole-genome oligo arrays and total RNA from three independent biological replicas. Genes found to be commonly regulated were functionally annotated. Sylamer analysis was performed through a Sylarray web server [18], [19]. Specifically, the Agilent probes were mapped to the 3′zUTRs of genes stored in the Sylarray database. The sequences were previously masked from low complexity regions and redundant UTR sequences with DUST algorithm and RSAT purge-sequence interface to Vmatch [20], [21]. As a control we also analyzed the mutant seed sequence to check for any evidence of its influence in the experiment and no significant association was found. Array data are MIAME compliant and are deposited in the MIAME compliant database Gene Expression Omnibus (GEO) with accession number GSE24462.

### Statistical analysis

Results are expressed as mean ± standard deviation. Comparisons were made using the Student's unpaired t-test and the GraphPad Prism Software.

### Supporting Information

Additional information can be found in the Supplementary Methods S1.

## Results

### A robust lentiviral system for manipulating microRNA expression in mast cells

As we previously described for acute stimulation of mast cells [8], BMMCs stimulated with IgE-antigen complexes upregulated miR-221 expression (Figure 1A). While stimulation-dependent upregulation of this miRNA could be favored by SCF co-stimulation, SCF alone had no effect on miR-221 expression (not shown). To investigate the role of miR-221 in regulating primary mast cell functions, we developed a lentiviral system to manipulate miRNA expression in primary BMMC and used it to alter miR-221 expression. The pAPM/pAGM vectors were used to overexpress miR-221 or miR-222; as control, we used a mutant version of miR-221 (miR-221m), containing mutations in the seed region to abrogate target recognition, as well as a vector expressing an irrelevant hairpin (shLuc) (Figure 1B). The miR-221m mature sequence had no predicted targets as assessed by TargetScan [9]. The ‘miRNA target’ (miRT) vectors contain four miRNA binding sites (miR-bs) cloned downstream a GFP reporter gene, and they were used to functionally ablate miR-221/-222 [12]. Transcription from such vectors results in accumulation of decoy mRNAs that divert miRNAs from their physiological targets [22].

**Figure 1:**
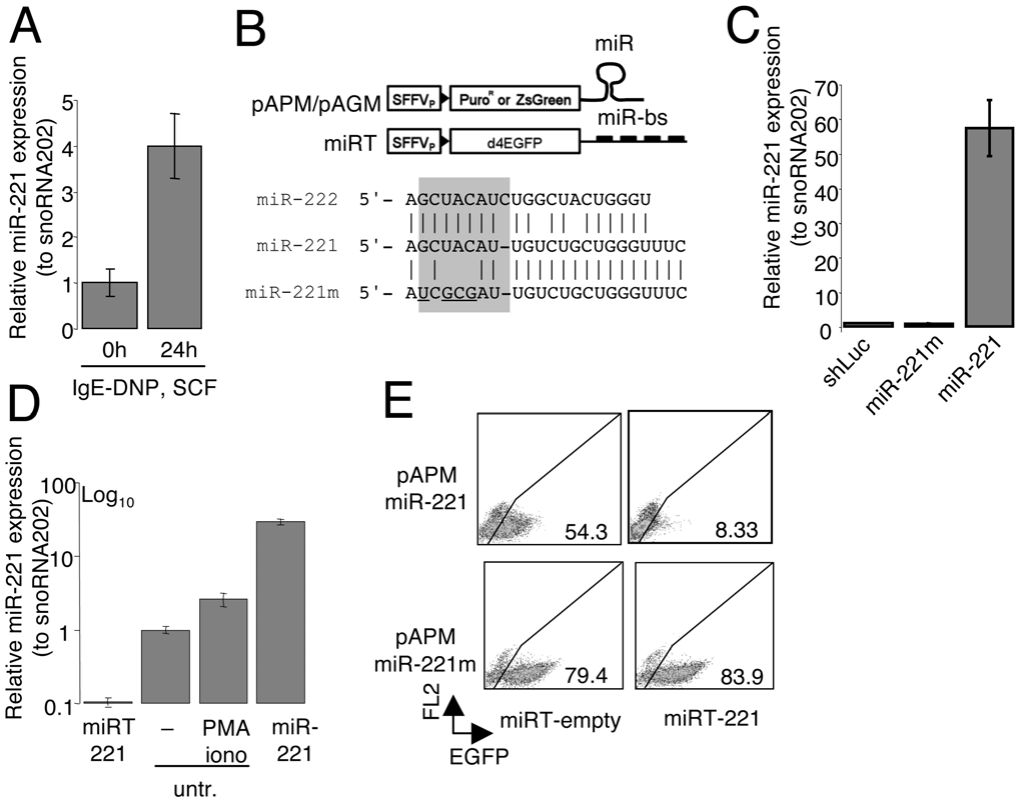
MiR-221 is upregulated upon mast cell activation and its expression levels can be altered using lentivirus-based systems. **A**) Differentiated BMMCs were either left resting or were stimulated with 1.5 µg/mL IgE anti-DNP, 0.2 µg/mL DNP-HSA and 20ng/mL SCF prior analysis of miR-221 expression by TaqMan qRT-PCR. SnoRNA202 was used as endogenous control. **B**) Schematic representation of the lentiviral vectors used to stably overexpress or functionally ablate miR-221 and miR-222 in BMMCs. Reporter genes were either puromycin or ZsGreen in the pAPM or pAGM vectors, respectively. Sequences corresponding to the mature murine miR-221, miR-222 and miR-221m are also shown. The miRT vectors contain 4 sequences fully complementary to miR-221 and/or miR-222 cloned downstream the reporter gene. SFFVp: spleen focus-forming virus promoter; d4EGFP: destabilized GFP; bs: binding sites. **C**) BMMCs were transduced with the control vector shLuc, miR-221 or miR-221-mutant. After selection with 2 µg/mL puromycin for 48h, miR-221 expression levels were assessed by TaqMan qRT-PCR. Expression levels are referred to the ones of the shLuc-transduced cells, which are set to one. **D**) BMMCs were transduced with miRT-221 (depleting) or miR-221 (overexpressing) vectors, and miR-221 expression levels were assessed by TaqMan qRT-PCR. Cells transduced with miR-221 were selected with 2 µg/mL puromycin for 48h prior analysis, while cells transduced with miRT-221 were sorted to >90% GFP+ prior RNA extraction. Untransduced cells were either left unstimulated or were stimulated with PMA and ionomycin for 24 h prior RNA extraction. Expression levels are referred to the untransduced and unstimulated cells, which are set to one. **E**) MC/9 cells were transduced with miR-221 (*upper panels*) or miR-221m (*lower panels*) and selected with 1 µg/mL puromycin prior a second transduction with the indicated miRT vectors (miRT-empty or miRT-221). GFP levels were determined by FACS. Transduction efficiency and levels of miR-221 expression or depletion are representative of tens of experiments, including all the experiments shown hereafter.

To assess expression from these vectors, BMMCs were transduced with the indicated vectors, and miRNA expression was assessed by qRT-PCR (Figures 1C and 1D). Compared to untransduced, unstimulated cells (expression set to 1 in Figures 1C and 1D), transduction of primary mast cells with pAGM/pAPM-miR-221 increased miR-221 expression by ∼60-fold, whereas transduction with miRT-221 decreased expression by ∼10-fold (Figure 1D). Transduction with the mutant miR-221m had no effect (Figure 1C). Initial experiments were performed using a vector (Tween) that induced only modest overexpression (∼4-fold), similar to the levels of endogenous miR-221 observed upon cell stimulation (Figure 1A) [8]. However, both types of vectors (weaker and stronger expression) gave similar results qualitatively, although the stronger vector provided bigger quantitative differences, and was therefore used in most of the subsequent experiments. To assess the functional effects of miRNA overexpression/ablation, the mast cell line MC/9 was transduced to overexpress miR-221 or the mutant miR-221m. Transduced cells were selected with puromycin, subjected to a second round of transduction with the miRT vectors, and monitored for GFP expression (Figure 1E). As a result of binding of the overexpressed miRNAs to their cognate sites in the 3′ UTR of the GFP reporter mRNA expressed from the miRT, GFP expression was strongly reduced specifically in cells expressing miR-221 but not the mutant miR-221m. We therefore used both validated systems (overexpression and ablation) to study mast cell differentiation in the presence or absence of miR-221.

MiR-221/-222 as well as the transcriptional repressor PLZF are both known important regulators of hematopoietic cell differentiation [23], [24], [25]. We previously showed that binding sites for PLZF were enriched in mast cell-specific DNaseI hypersensitive sites found upstream of the miR-221-222 genomic sequence [8]. To address the possible relation between PLZF and miR-221, we analyzed expression of both *Plzf* mRNA and miR-221 during mast cell differentiation (Supplementary Figure S1). We observed an inverse relation between *Plzf* and miR-221 expression during mast cell differentiation, and ectopic expression of PLZF in mast cells diminished miR-221 expression in response to acute stimulation, suggesting that PLZF is able to repress miR-221-222 induction either directly or indirectly, and possibly through PLZF-binding regulatory elements in the miR-221-222 locus [8]. However, ectopic expression of PLZF in differentiated mast cells had no effect on the basal levels of endogenous miR-221, indicating that other factors regulate basal expression of this miRNA in mast cells.

To assess whether miR-221/-222 may have a direct role in regulating the differentiation process in mast cells, we transduced bone marrow-derived hematopoietic progenitors with lentiviruses to either overexpress (pAPM) or ablate (miRT) miR-221 and/or miR-222 early during mast cell differentiation (Supplementary Figure S1). Differentiation was monitored over a period of at least three weeks by assessing the percentage of FcεRIα+ KIT+ cells. Interestingly, the percentage of BMMCs increased steadily over time in all samples, and mast cell differentiation was not significantly affected by either overexpression or ablation of miRNAs. Moreover, there was no obvious alteration in cell granularity or in the content of the granules (data not shown).

### MiR-221 regulates degranulation, migration and adherence in differentiated BMMCs

Since there was no effect of miR-221 in mast cell differentiation, we set out to investigate its role in mast cell functions, especially the ones connected to signaling through the FcεRI, given that miR-221 expression is inducible upon stimulation. Differentiated BMMCs were lentivirally transduced to force expression of miR-221, followed by analysis of the effects on mast cell degranulation, migration and adherence (Figure 2). Upon activation, mast cells release an array of enzymes that are pre-stored in cytoplasmic granules. We analyzed the ability of miR-overexpressing BMMCs to degranulate upon stimulation using β-hexosaminidase activity in the supernatant of activated cells as a measure of degranulation (Figure 2A). In resting conditions, cells did not degranulate, regardless of miRNA expression (Figure 2A, *top panel*) but, upon stimulation with IgE and antigen, BMMCs overexpressing miR-221 degranulated more compared to the controls (Figure 2A, *lower panel*), although they also showed a slightly reduced content of β-hexosaminidase in the granules to begin with (Figure 2A, *top panel*). To further confirm these results and to assess the effect of different conditions of stimulation (namely IgE crosslinking with or without SCF co-stimulation), we assessed degranulation of cells overexpressing miR-221 or controls by using a staining with annexin V. This staining takes advantage of the fact that mast cells do not die upon stimulation (which is instead a survival factor [26]) and that during the membrane fusion process of degranulation, annexin V binding occurs at sites of secretory granule exposure to the cell surface [16], [17]. In general, BMMCs stimulated with a combination of IgE-antigen and SCF degranulated more strongly compared to cells stimulated without SCF (Figure 2B). However, compared to the controls (shLuc and miR-221m) miR-221 overexpression increased degranulation in response to IgE, as shown already by β-hexosaminidase assay, but miR-221-overexpressing cells did not further degranulate in response to the combination of both SCF and IgE crosslinking (middle panel). This could be due to the fact that the SCF receptor KIT is expressed at lower levels on these cells (see below), or to the fact that in the presence of miR-221 cells are activated more strongly upon IgE crosslinking, and cannot be further activated by the combination of IgE and SCF.

**Figure 2:**
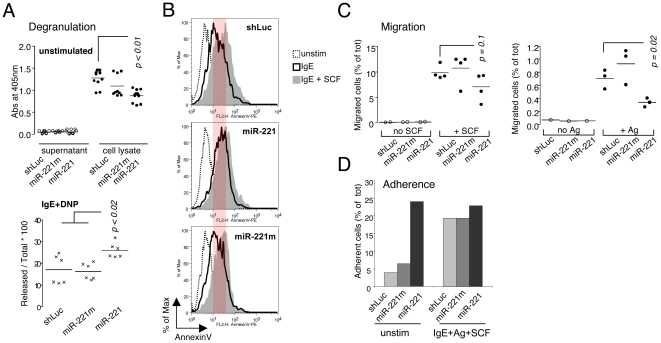
Degranulation, migration and adherence of cells overexpressing miR-221. **A**) Transduced BMMCs were either left unstimulated (*upper panel*; n = 5 experiments, each performed in triplicate) or were stimulated with IgE anti-DNP and DNP-HSA for 1h (*lower panel*; n = 2 experiments, each performed in triplicate) prior measurement of β-N-acetylhexosaminidase release to assess degranulation. **B**) Transduced BMMCs were either left unstimulated or were stimulated for 30min with IgE-antigen complexes alone or in combination with 20ng/mL of SCF. Cells were then stained with annexin V-PE to assess the extent of degranulation (representative of 2 independent experiments). The red shading in the figure indicates the difference between IgE versus IgE+SCF stimulation in control cell, which is reduced in miR-221-expressing cells). **C**) *Right panel*: BMMCs transduced with indicated vectors were seeded in the upper well of a transwell chamber and then allowed to migrate towards the lower chamber containing no chemoattractant (empty circles) or SCF (black circles). Each circle represents one independent experiment. *Left panel*: same as above, except that cells were sensitized with anti-DNP IgE overnight, and allowed to migrate towards the antigen (DNP-HSA). **D**) BMMCs transduced with the indicated vectors were seeded on a monolayer of 3T3 cells, and were either left resting or were stimulated for 8h with IgE-antigen complexes and SCF. Cells were then detached by treatment with 10mM EDTA, and the percentage of adherent cells versus total was assessed by surface staining for KIT and FACS analysis. Shown is one experiment out of at least six.

Next, we investigated the capability of BMMCs to migrate in a transwell system (Figure 2C). We found that cells overexpressing miR-221 migrated significantly less towards SCF as compared to the controls (Figure 2C, *right panel*). KIT is a target for miR-221 [24], therefore, to understand whether the reduced migration was due to an intrinsic feature of cells overexpressing miR-221, or to a reduced ability to ‘sense’ SCF in the environment due to lowered expression of KIT, we repeated the same experiment sensitizing BMMCs with IgE-anti-DNP prior inducing migration towards DNP-HSA (Figure 2C, *left panel*). The discernible, albeit modest, migration of control-transduced cells towards the antigen was significantly impaired if miR-221 was overexpressed, indicating that the reduced migration was due to effects of miR-221 on targets other than KIT.

Another process promoted by the stimulation through the FcεRI is adherence of mast cells to the substrate. Since mature mast cells do not normally circulate *in vivo*, but reside in tissues, we explored whether miR-221 had any role in regulating cell adherence and migration, as these are essential processes not only under normal homeostatic conditions, but also during inflammation and tumorigenesis. As *in vitro*-differentiated mast cells grow in suspension, we assessed the ability of BMMCs to adhere to a feeder layer of fibroblasts in a co-culture system (Figure 2D). Increased adherence is a normal process observed upon stimulation of mast cells with IgE and antigen, however, BMMCs expressing miR-221 adhered at a higher percentage compared to the controls even in resting, unstimulated conditions. Vice versa, upon stimulation all cells were able to adhere to the feeder layer of fibroblasts at comparable levels, regardless of miRNA expression. Since miR-221 overexpression was sufficient by itself to increase adherence, our data indicate that endogenous miR-221/-222 upregulation upon cell activation may contribute to the increased adherence of mast cells observed upon stimulation.

These results may point towards a role for miR-221 in regulating the signaling cascade originating from the FcεRI. In this context, it is important to highlight that miR-221 overexpression did not alter surface expression of FcεRI (see below). To evaluate whether signaling from the FcεRI could be affected in presence of miR-221, we assessed the levels of ERK phosphorylation in response to IgE crosslinking (Supplementary Figure S2). In all conditions and time-points tested, there was no significant difference in ERK phosphorylation in cells overexpressing miR-221 compared to the controls, suggesting that miR-221 might not affect directly the signaling cascade from the FcεRI. However, in miR-221-expressing cells, in addition to increased degranulation (Figure 2, panels A and B), we also observed increased cytokine production (IL-6 and TNFα) in response to IgE crosslinking, but not to LPS (Supplementary Figure S2 and data not shown). This observation may indicate that miR-221 expression favors mast cell activation in response to IgE-antigen complexes, however in a way that doesn't seem to grossly affect ERK phosphorylation.

### Microarray analysis identified genes affected by miR-221

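The arrays compared bone marrow-derived mast cells (BMMCs) of C57Bl/6 mice, differentiated for 3 weeks and then transduced with the lentiviral vector pAPM-miR-221 or with pAPM-miR-221m, in which the miRNA seed is mutated. Transduced cells were kept in puromycin for 48 h. The sample labels give its concentration as 2 mg/mL, and the paper gives 2 µg/mL for BMMCs transduced with the same vectors (Fig. 1C). RNA came from 3 biological replicates, with RNA integrity numbers from 8.5 to 9.3, and 1 µg of each was amplified and labeled. On each of the 3 dual-color arrays the miR-221 RNA carried Cy5 and the miR-221m RNA of the same replicate carried Cy3. No array had the dyes exchanged, so a dye bias of a single probe stays in its ratio. The authors deposited 1 intensity per channel for 41174 probes on each array, with the ratio of miR-221 over miR-221m, a signed fold change and a p-value, all made with Agilent Feature Extraction. Neither the labels nor the methods state the background correction or the dye normalization behind them. The deposited ratio was exactly 1 for 11752 probes of replicate 1, 11464 of replicate 2 and 12433 of replicate 3. For the values given here, log2 ratios were formed from the deposited intensities and normalized by loess within each array. Spots with an outlier mark in the files were left out, which removed 1 probe on replicate 1, 18 on replicate 2 and 164 on replicate 3. Negative controls had intensities from 6.36 to 7.94, and signal was taken as above background when it exceeded 3 times the negative control of its array and channel. The miR-221m RNA passed that limit at 22745, 23197 and 22590 probes on replicates 1 to 3, and the miR-221 RNA at 23985, 22956 and 22839 probes. All 3 arrays had at least 1 channel above background at 22576 probes for 15017 genes, and these entered the test, which limma made on the log2 ratios of the 3 arrays against 0 with Benjamini-Hochberg adjustment. Over the probes tested, the median intensities of the miR-221m RNA were 644, 523 and 507 and those of the miR-221 RNA 644, 530 and 507. The number of arrays limits the precision of every value, and an exact two-sided permutation test of the signs of 3 ratios cannot give a p below 0.25.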

To gain insight into the mechanisms underlying such pleiotropic effects of miR-221 in mast cells, we performed a microarray analysis of BMMCs overexpressing miR-221 or miR-221m, as it has been reported that indeed the impact of a miRNA on protein production can be closely approximated using mRNA arrays [27]. Out of ∼42.000 transcripts analyzed, we found 397 significantly upregulated genes in miR-221-expressing BMMCs, as well as 343 significantly downregulated genes as compared to cells transduced with miR-221m (Figure 3A). 

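In limma, 0 genes were called higher and 0 lower in miR-221-expressing BMMCs at an adjusted p of 0.05 (Benjamini-Hochberg adjustment over 22576 probes), and the smallest adjusted p was 0.124. At an unadjusted p under 0.05 the same fit held 1163 higher and 1168 lower genes. A separate-channel fit in limma called 1 gene higher and 0 lower, and the methods' t-test called 0 in either direction after adjustment. The legend of Fig. 3A gives a p-value of 0.01 and lines of 2-fold difference, and with both limits applied to the limma fit 252 genes were higher (277 probes) and 157 lower (167 probes). Without the 2-fold limit, 367 probes were higher and 263 lower, and 226 of the probes tested would pass a p of 0.01 by chance alone. The adjusted counts moved most when limma weighted the arrays by their departure from the fitted means, to 2932 higher and 3529 lower genes. The weights were 0.198, 1.06 and 4.75 for replicates 1 to 3. They were estimated from the same 3 arrays and put most of the weight on replicate 3, so p-values with array weights lean on that array. Without replicate 1, 1760 genes were higher and 2665 lower at an adjusted p of 0.05, and 626 and 1254 passed both limits of Fig. 3A. Without replicate 2 the adjusted counts were 23 and 10, and without replicate 3 they were 0 and 0, with 131 and 54 genes past both limits. Among probes past a p of 0.01 with the same sign on all 3 arrays, the rule for named genes selected Emp2 (mean log2 ratio 4.01), Creb5 (4.22), Rps6kl1 (4.15), Gml2 (3.75) and Igsf5 as higher. In the miR-221m RNA, Emp2 was above background on all 3 arrays and Creb5, Rps6kl1 and Gml2 on 1 of 3, so these values have no firm order. Igsf5 was above background there on 0 arrays, so its increase is given only as at least 12.3-fold, and its other tested probe was lower on replicate 2. As lower genes the rule selected Plac8 (-4.69), Nrgn (-3.47), Tmem176b (-3.71), Tmem176a (-3.55) and Gbp8 (-3.47), with the miR-221 RNA above background on all 3 arrays for Plac8 and Nrgn and on 2 of 3 for the others. The adjusted p of these 10 genes in limma lay between 0.124 and 0.274.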

Importantly, the known miR-221 targets *Cdkn1b* (p27^Kip1^) and *Kit* were found to be downregulated with a mean fold-change repression of -3.2 and -2.0, respectively. 

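Kit was measured by 1 probe, listed under NM_021099, with log2 ratios of -1.08, -1.02 and -0.95 on replicates 1 to 3. Its mean of -1.02 (standard error 0.169, n = 3, adjusted p = 0.293 in limma) corresponds to a signed fold change of -2.02, and every array showed the decrease. For Cdkn1b the arrays carried 3 probes, of which 2 were above background in the miR-221m RNA. The brighter of these, listed under AK169586, had log2 ratios of -1.19, 0.03 and -0.08, with a mean of -0.41 (standard error 0.311, n = 3, adjusted p = 0.622 in limma), lower on 2 of 3 arrays and smaller than the spread between replicates (SD 0.67). The dimmer probe, listed under NM_009875, had log2 ratios of -0.38, -2.46 and -1.80, with a mean of -1.55 (standard error 0.445, n = 3, adjusted p = 0.382 in limma), lower on all 3 arrays, with the miR-221 RNA above background on replicate 1 only. Its deposited signed fold changes were -1.26, -5.08 and -3.30, with a mean of -3.21. The choice of probe moved the Cdkn1b value most among the alternatives tried, and the mean over all 3 probes was -0.80. Replicate 1 decided the value of the brighter probe, which was -0.02 without it.

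**Figure D1:**
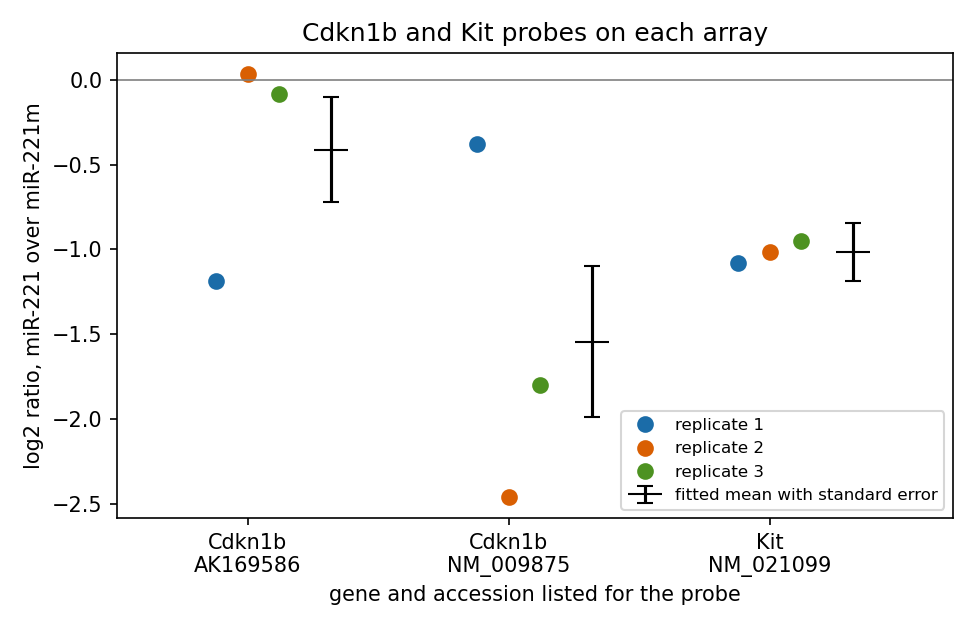
Log2 ratios of miR-221 over miR-221m for the Cdkn1b probes above background and for the Kit probe. Points are the 3 arrays, and the bar with its error is the mean with the standard error from limma; the Kit points lie between -1.08 and -0.95, and the points of each Cdkn1b probe spread over more than 1 log2 unit.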

While the upregulated genes presumably reflect secondary changes due to changes in the expression of primary targets, the downregulated gene subset may contain both primary targets as well as secondary effects.

**Figure 3:**
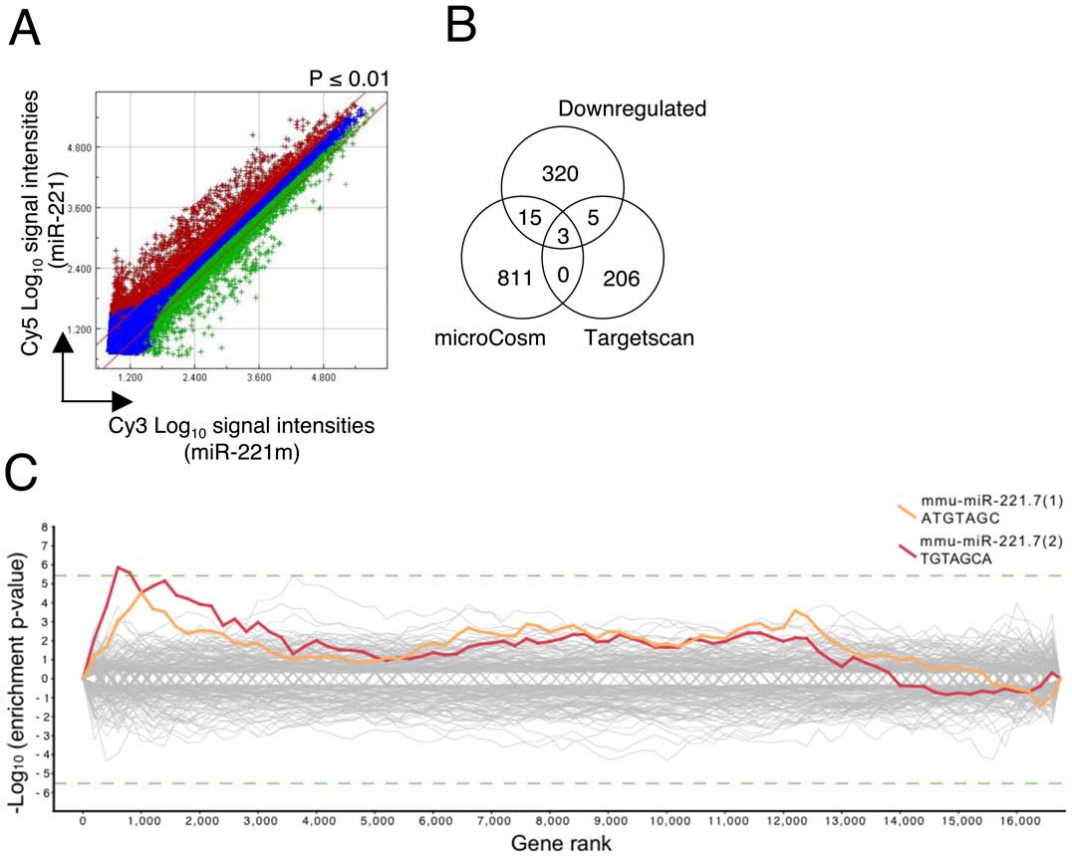
Identification of genes dysregulated upon miR-221 overexpression in BMMCs. **A**) Double-log scatter plot comparing the differential expression of mRNAs in BMMCs transduced with the miR-221 and miR-221m. Red diagonal lines define the areas of 2-fold differential signal intensities. Blue cross: unchanged genes. Red cross: significantly upregulated genes (p-value <0.01). Green cross: significantly downregulated genes (p-value <0.01). **B**) Comparison between significantly downregulated genes and genes predicted to be miR-221 targets by microCosm and Targetscan. **C**) Sylamer plot analysis for the Seed Complementary Region (SCR) words corresponding to the seed of miR-221 (red) and its one-nucleotide shifted sequence (orange). Log_10_- transformed and sign-adjusted enrichment P values for each SCR word, relative to P values of all other words, are plotted on the Y-axis, against the ranked gene list on the X-axis (left, downregulated genes; right, upregulated genes). The dashed green line defines the Bonferroni corrected p-value cutoff for significance of 0.05.

Of note, when we compared the list of our downregulated genes with the targets predicted by TargetScan [9] and microCosm [28], we found very few overlapping genes, which could indicate either that only few downregulated genes are the real primary targets, or that many targets are relevant only in the specific mast cell context (Figure 3B). To better understand how miR-221 could regulate gene expression specifically in mast cells, we therefore performed a Sylamer analysis [19] on the complete gene list from the arrays, which was ranked from most downregulated to most upregulated (left to right in the graph in Figure 3C). Sylamer is an algorithm for determining whether specific 6, 7 or 8nt motifs corresponding to miRNA seed sequences are enriched or depleted in a ranked gene list [19]. The Sylamer plots can be used to analyze influence of a miRNA on an expression set profile. Sylamer calculates enrichment of seed words in 3′UTRs of a sorted gene list, providing a p-value for genes left of each rank versus the genes on the right. In this case, the upper left portion of the plot represents an influence of miRNAs on downregulated genes (Figure 3C), indicating a specific influence of miR-221 on a subset of downregulated genes. Any point of a line provides a p-value that a word is enriched in the UTRs left of it on the X-axis. Although in some cases most of the effect of a given miRNA in a particular cellular context goes primarily through one or few molecular targets, in other cases this does not provide the complete picture of miRNA effect on the transcriptome and proteome of a cell [27], [29], [30]. Our array analysis showed that the transcriptomes of miR-221-overexpressing cells differed by the expression of 740 genes compared to the controls, and the Sylamer analysis indicated that many of the downregulated genes in mast cells were likely to be directly affected by miR-221 expression, suggesting that the effect of this miRNA goes through the fine modulation of a multitude of targets.

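The arrays differed in how far their ratios went together. Across the probes tested, the log2 ratios of replicates 2 and 3 had a Pearson correlation of 0.73, those of replicates 1 and 3 of 0.16 and those of replicates 1 and 2 of -0.06; these are correlations across probes, which are not independent replicates. The Spearman correlations of the same pairs were 0.78, 0.02 and -0.14. Replicates 2 and 3 had the same sign at 82.0% of probes, replicates 1 and 3 at 48.6% and replicates 1 and 2 at 44.0%. A change of at least 2-fold was measured at 3334, 3504 and 1688 of the tested probes on replicates 1, 2 and 3. The standard deviation of the log2 ratios was 0.84, 0.79 and 0.58. In total, 409 genes passed a p of 0.01 in limma with a mean change of at least 2-fold, out of 15017 genes tested, and none of them passed at an adjusted p of 0.05. Words in the 3′UTRs were not analysed here. From the number of genes that differed and from its Sylamer analysis, the paper proposes that miR-221 acts through the fine modulation of many targets.

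**Figure D2:**
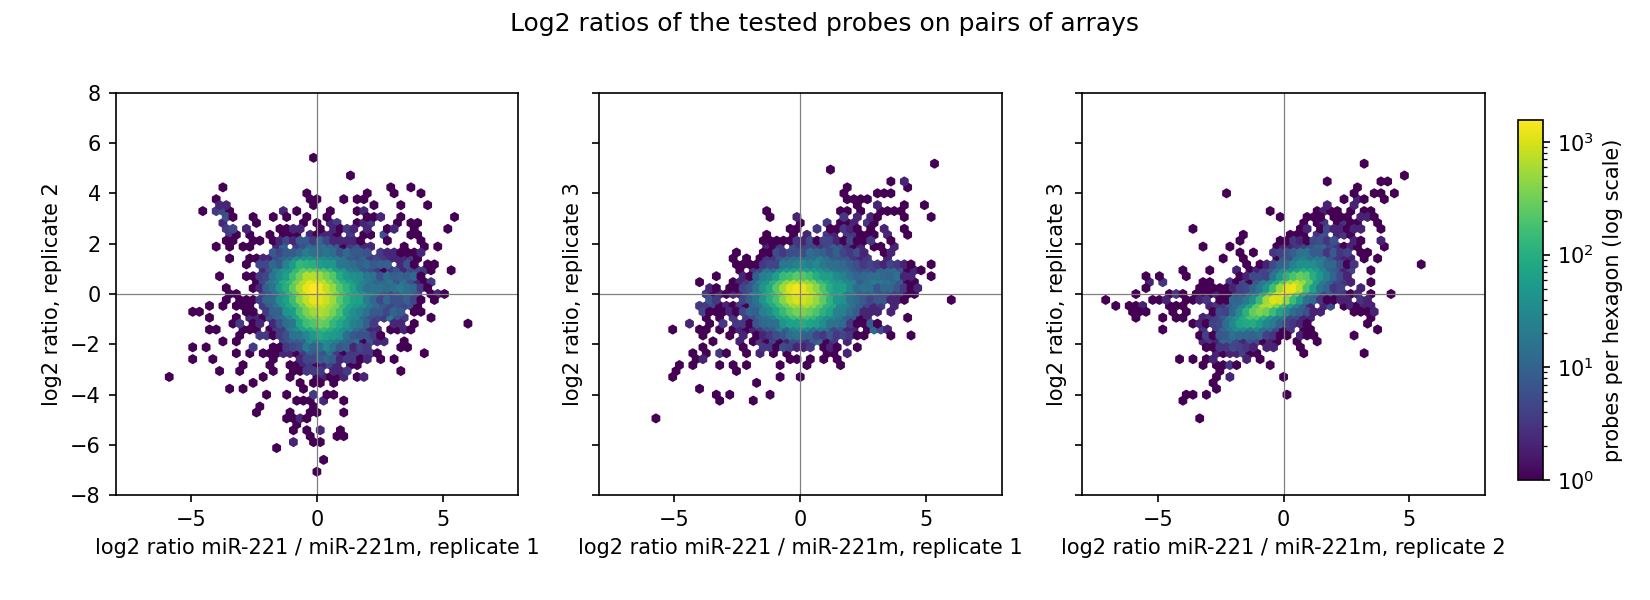
Log2 ratios of miR-221 over miR-221m at the 22576 tested probes, 1 panel for each pair of replicates, with shading for the number of probes. The points of replicates 2 and 3 follow the diagonal (Pearson correlation 0.73), and those of replicate 1 with either of the others do not (-0.06 and 0.16).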

Some of the targets that were up- or downregulated were also confirmed at protein level; among others, we selected two of the already known targets for miR-221, *Kit* and *Cdkn1b* [8], [24], [31], as well as one upregulated gene (*Il2Ra*) that is particularly relevant in mast cell biology as a marker for systemic mastocytosis [32], [33]. As assessed by surface staining, levels of KIT, but not of FcεRI, were significantly diminished (∼2-fold) in BMMCs overexpressing miR-221 (Figure 4A). In contrast, as we previously described [8], levels of p27^Kip1^ protein were especially decreased in stimulated cells (Figure 4B, compare lane 4 with lanes 2 and 6). While CD25 (*Il2Ra*) is normally not expressed by human mast cells in non-pathogenic conditions [32], [33], it is normally expressed by a subset of *in vitro*-differentiated murine BMMCs (Figure 4C) as well as by a subset of peritoneal and tissue mast cells in the mouse (Deho' and Monticelli, unpublished observation). 

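Il2ra was represented by 4 probes. The brightest, listed under AF054581, had log2 ratios of 1.09, 0.76 and 1.34 on replicates 1 to 3, and its mean of 1.06 (standard error 0.202, n = 3, adjusted p = 0.330 in limma) is a fold change of 2.09. A further probe above background, listed under NM_008367, had a mean log2 ratio of 1.31. The remaining 2 probes were not above background in the miR-221m RNA on any array and above it in the miR-221 RNA on replicate 1 only, so they give no direction on replicates 2 and 3. With limma's array weights the mean of the brightest probe was 1.23 (adjusted p = 0.00816), and without replicate 1 it was 1.05 (adjusted p = 0.0266); over all alternatives the adjusted p ran from 0.00816 to 1.00.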

The mean fold increase for *Il2Ra* from the arrays was 2.1, which strongly correlated with the increased surface expression of this marker in cells overexpressing miR-221 (Figure 4C).

**Figure 4:**
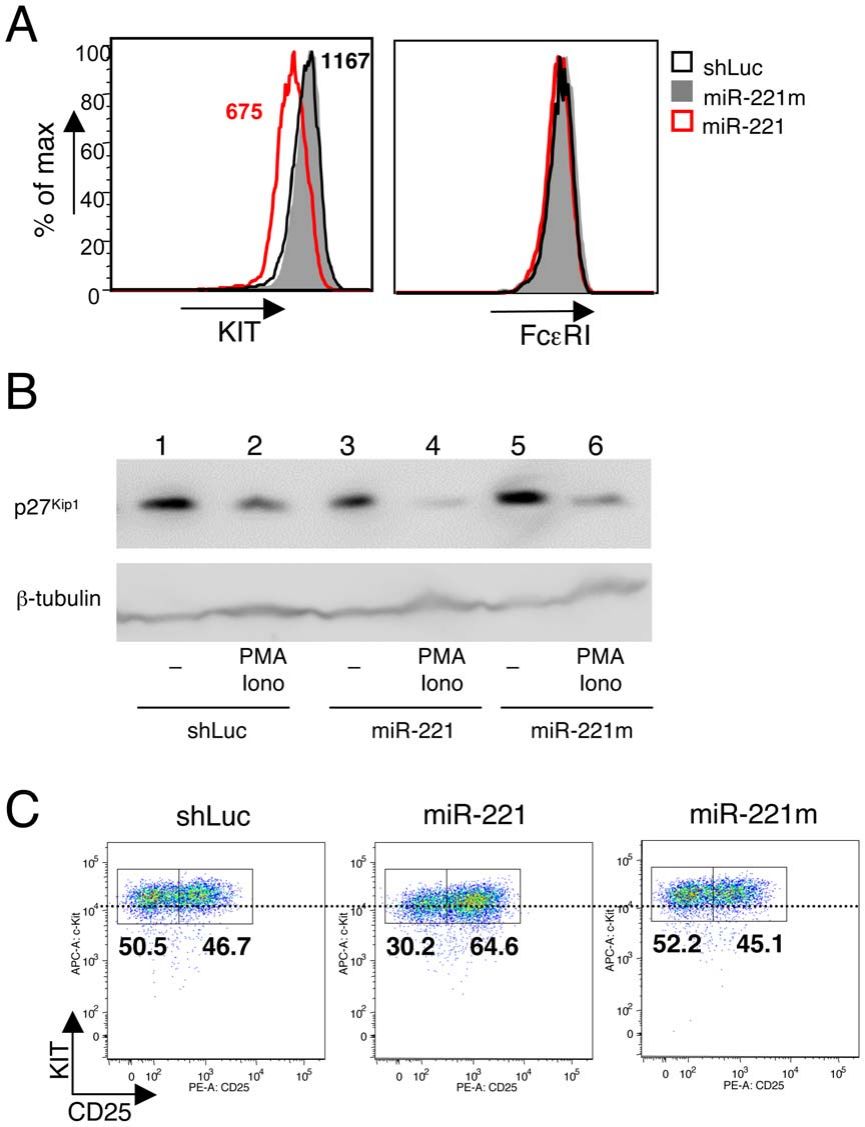
MiR-221 primary and secondary targets are altered also at protein level. **A**) Differentiated BMMCs were either left untransduced or were transduced with the indicated vectors. After selection with puromycin, surface expression of KIT (*left*) and FcεRI (*right*) was assessed by FACS. The mean fluorescence intensity (MFI) for KIT expression in miR-221- (red) and shLuc- (black) expressing cells is also indicated. **B**) Differentiated BMMCs as in A) were either left untreated or were stimulated with 20nM PMA and 1 µM ionomycin for 24h prior lysis and Western blot analysis of p27^Kip1^ expression. β-tubulin was used as loading control. **C**) BMMCs as in A) were stained and FACS-analyzed to assess surface expression of KIT and CD25. The horizontal dotted line was added as a reference to appreciate the expected KIT dowregulation in miR-221 expressing cells.

Although some of the targets for miR-221 were individually confirmed, our arrays experiments and Sylamer analysis indicated that miR-221 determines the downregulation of more than 200 primary targets and the subsequent secondary alterations of many genes in the transcriptome. Therefore, to gain insights into the function of the genes that showed altered expression in the presence of miR-221, we performed functional grouping and gene ontology (GO) analysis, and found that many basic biological processes were affected (Table 1). Among the downregulated genes, the categories that were statistically significant were surprisingly few, and belonging for the most part to very general metabolic pathways, such as protein folding, transcription, lipid metabolism and cell differentiation. This finding may suggest that in resting, unstimulated cells, miR-221/-222 regulate basic metabolic processes that are common to many different cell types and/or species, and correlates with the fact that these miRNAs belong to a family very conserved in evolution, down to at least zebrafish [8]. 

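Genes were grouped into families by their symbols, since no gene ontology was at hand, so the families are not the GO categories of Table 1. The cell cycle family held 186 tested genes, with a median log2 ratio 0.43 above that of all other genes. On replicate 1 this shift was 0.87, and on replicates 2 and 3 it was 0.13 and 0.22. The competitive test camera gave an adjusted p of 1.25e-05 with its preset correlation between genes, and 0.523 with the correlation estimated from the arrays (0.240). Past a p of 0.01 and 2-fold in limma, 2 of its genes were higher, Cenpk and Cenpw, and 0 were lower (Fisher's exact test, odds ratio 0.634 for higher genes, adjusted p = 0.773). Leaving out replicate 2 moved this result most, to 22 higher genes, with an odds ratio of 6.84 and an adjusted p of 1.95e-10. The adhesion family held 83 tested genes with a median shift of 0.01. Of its genes 7.23% were higher past both limits, against 1.65% of the others (Fisher's exact test, odds ratio 4.65, adjusted p = 0.0162). These were Pkp1, Itga6, Itgax, Itga4, Itgal and Lamc3, named after their values were seen, with log2 ratios between 1.04 and 3.02. Without replicate 3 the odds ratio was 4.34 with an adjusted p of 0.216, and without a filter on dim probes it was 2.08 with an adjusted p of 0.648. Emilin3 and Cd44, also named after their values were seen, were lower, with log2 ratios of -1.08 and -1.14 (odds ratio 2.35 for lower genes, adjusted p = 0.406). Odds ratios were tested for 3 families in both directions, and adjustment was made over these 6 tests.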

Although they are most likely due to secondary changes in the transcriptome, the GO categories of the upregulated genes included several pathways that we also observed altered experimentally, such as cell proliferation, cell adhesion and cell migration. Among these latter GO categories, we focused our attention on one of the most statistically significant one, namely the cytoskeleton (which was also present in the GO list of terms for the downregulated genes, although with a p-value of 0.1), as we hypothesized that an alteration in the ability of the cells to properly regulate the cytoskeleton could to some extent explain why these miRNAs affect many different biological processes, at least in unstimulated cells.

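The cytoskeleton family, formed in the same way, held 262 tested genes with a median log2 ratio 0.07 above that of all other genes. The shift was 0.20 on replicate 1, -0.11 on replicate 2 and 0.02 on replicate 3, and it turned to -0.01 without replicate 1. Camera gave an adjusted p of 0.171 with the preset correlation and 0.523 with the estimated one. Higher genes past a p of 0.01 and 2-fold numbered 8, which is 3.05% of the family against 1.65% of the other genes (Fisher's exact test, odds ratio 1.87, adjusted p = 0.259). They were Kif5a, Klc3, Tpm4, Tubb6, Evl, Kif20b, Epb41l2 and Septin6, named after their values were seen, with log2 ratios from 1.05 to 2.10. Without replicate 2 the family had 14 higher genes, an odds ratio of 2.79 and an adjusted p of 0.00307 for them, and camera's adjusted p was 0.00225. Without replicate 3 the odds ratio was 0.872. With camera's estimated correlation, 0 of the 3 families passed an adjusted p of 0.05.

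**Figure D3:**
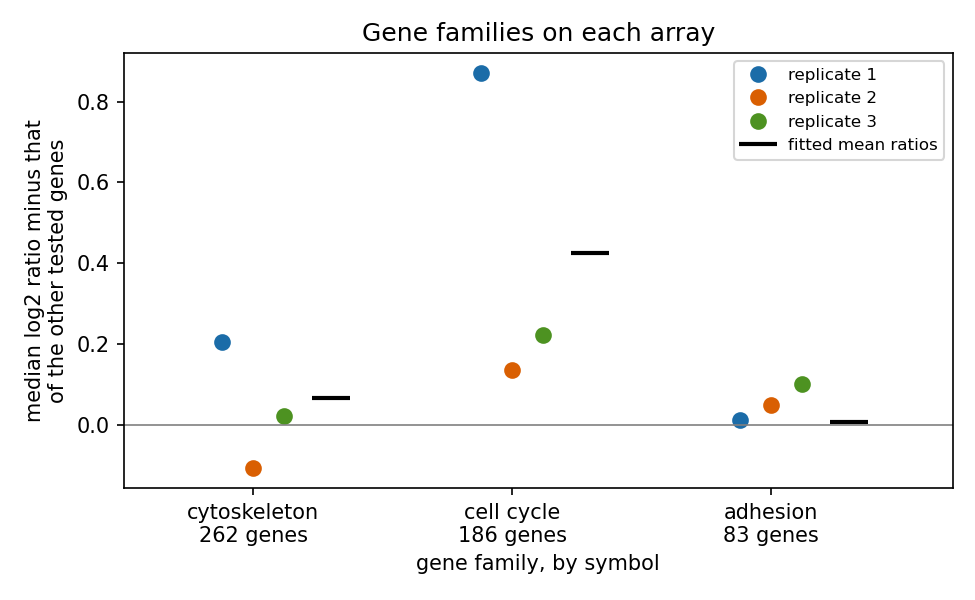
Median log2 ratio of each gene family minus that of all other genes, on each of the 3 arrays. The cell cycle family lies highest on replicate 1 (0.87), and the cytoskeleton family lies above 0 on replicate 1 (0.20) and below 0 on replicate 2 (-0.11).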

**Table 1:** Gene Ontology (GO) frequency distribution for downregulated and upregulated genes.

DOWNREGULATED – Categories	Times Observed	Probability
Cell migration	15	5.30E-05
Protein folding/modification	30	1.80E-04
Transcription	38	5.70E-04
Lipid metabolism	17	2.30E-03
Cell differentiation	28	3.20E-03
Other metabolism	29	8.00E-03
**UPREGULATED – Categories**	**Times Observed**	**Probability**
Receptor signaling	73	9.40E-09
Cell proliferation	26	4.60E-08
Cytoskeleton	35	4.70E-08
Cell cycle	27	6.40E-08
Cell adhesion	26	3.30E-07
Cell differentiation	37	1.10E-05
Kinase/Phosphatase signaling	23	1.30E-05
Other metabolism	39	1.90E-05
Protein folding/modification	35	2.50E-05
Development	46	2.90E-05
G-protein signaling	43	8.80E-05
Cell migration	15	3.10E-04
Nucleotide metabolism	26	3.70E-04
Inflammation	11	1.00E-03
Intracellular trafficking	20	5.08E-03

Gene ontology (Bonferroni corrected) of mRNAs that were downregulated or upregulated in the microarrays. A cutoff of P = 0.01 was used for the categories to be considered statistically significant.

### MiR-221-dependent alterations of the cytoskeleton and actin content in mast cells and 3T3 cells

To assess whether miR-221 expression could affect the cytoskeleton, we stained transduced BMMCs with phalloidin (Figure 5A). We used the same co-culture system with fibroblasts used in Figure 2D to assess cell adherence, and to distinguish mast cells from the underlying layer of feeder cells (also stained by phalloidin), BMMCs were first labeled with CFSE. Strikingly, not only miR-221-overexpressing cells showed increased numbers of adherent cells (as shown also in Figure 2D), but while the actin ring underneath the plasma membrane was barely visible in control cells, cells overexpressing miR-221 (or miR-222, not shown) showed the presence of a much thicker ring (Figure 5A). Moreover, when we quantified the overall cellular amount of F-actin in cells depleted for miR-221 (using the miRT-depleting vectors), we observed a small but reproducible decrease in the amount of F-actin present in these cells (Figure 5B), further indicating that these miRNAs might be important regulators of the actin organization in mast cells.

**Figure 5:**
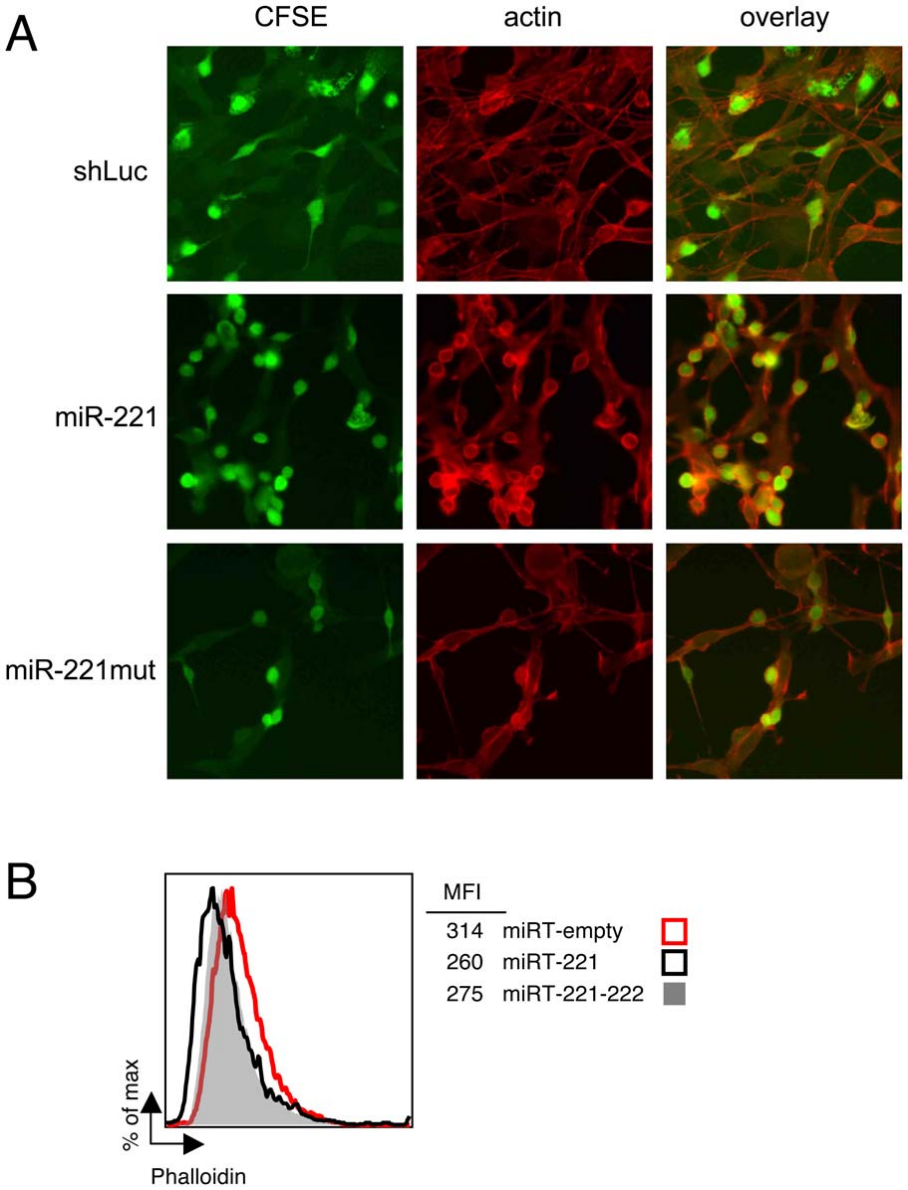
MiR-221 influences BMMCs actin cytoskeleton. **A**) Transduced BMMCs were loaded with CFSE (green) and allowed to adhere to a monolayer of 3T3 cells. After washing to remove non-adherent cells, F-actin was stained with phalloidin-AlexaFluor-594 (red) prior imaging with a fluorescence microscope. Shown is one representative experiment out of three. **B**) BMMCs were transduced with the indicated miRT vectors, and overall F-Actin content was assessed by FACS staining with phalloidin. Shown is one representative experiment out of three.

To independently confirm these results, and to investigate whether the observed effect was a general feature of this miRNA or a cell type-specific effect due to alterations of targets relevant only in the mast cell context, we transduced 3T3 fibroblasts with the same lentiviral vectors used on mast cells. 3T3 cells expressed low levels of endogenous miR-221 that were increased ∼20-folds upon transduction with a miR-221 expressing vector (Figure 6A). MiR-221 overexpression in 3T3 cells led to a strong downregulation of endogenous p27^Kip1^, even more remarkable than the one observed in mast cells (Figure 6B). Despite such strong downregulation of the cell-cycle inhibitor p27^Kip1^, 3T3 cells overexpressing miR-221 showed the same reduced proliferation that we previously described for mast cells (Figure 6C) [8]. Moreover, 3T3 cells overexpressing miR-221 showed overall altered morphology, with odd, elongated and/or irregular shapes (Figure 6D), as well as a slightly increased content of F-actin (Figure 6E), indicating that the miR-221-dependent effects on the cytoskeleton and cell cycle observed in resting mast cells are likely to be due to the dysregulation of targets that are ubiquitously expressed and are therefore cell type-independent. However, FcεRI stimulation led to mast cell-specific (or at least not present in fibroblasts) effects of miR-221, with increased degranulation and cytokine production.

**Figure 6:**
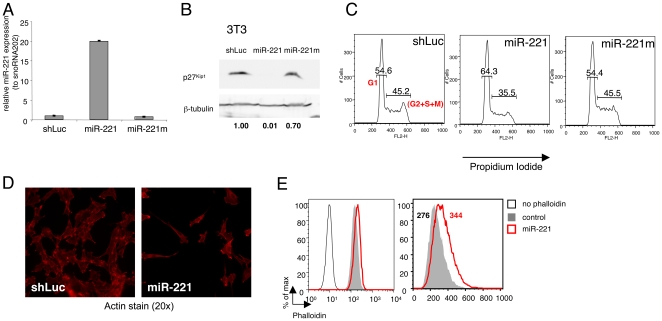
MiR-221 affects cell proliferation and actin cytoskeleton in fibroblasts. **A**) 3T3 cells were transduced with lentiviral vectors to express either miR-221 or controls shLuc and miR-221m. After selection with 2 µg/mL for at least 2 days, total RNA was extracted and levels of miR-221 expression were assessed by TaqMan qRT-PCR. SnoRNA202 was used as endogenous control; for comparison, levels of miR-221 expression in the shLuc-transduced sample were set to one. Representative of two independent experiments. **B**) 3T3 cells as in A) were lysed in Laemmli sample buffer and p27^Kip1^ expression was analyzed by Western blot. Expression of β-tubulin was used for normalization in the quantification of bands intensity (numbers below the blot). One representative experiment out of 3 is shown. **C**) Cells as in A) were collected during exponential-phase growth and the DNA content was assessed with propidium iodide staining as a measure of the number of cells in each stage of the cell cycle. For simplicity, only the percentage of G1 cells (left in each plot) versus the percentage of dividing cells (S+G2+M) are shown. One out of three independent experiments is shown. **D**) Cells as in A) were seeded on a coverslip and allowed to adhere overnight, after which they were fixed in 4% paraformaldehyde and stained with phalloidin-AlexaFluor-594 prior imaging with a fluorescent microscope. Shown is one representative experiment out of two. **E**) Cells as in A) were trypsinized to single cell suspension, fixed and stained as in B) and analyzed by FACS. The left plot shows (on a log scale) the unstained control compared to stained samples, while on the left the scale was changed to linear to better show the differences among samples. The MFI for each sample is also provided. Depending on the experiment, control cells were either untransduced cells, cells transduced with shLuc- or the miR-221m-expressing vector, or all of the above. Shown is one representative experiment out of four.

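In the cytoskeleton family grouped by gene symbols, which differs from the GO category of Table 1 and does not hold Cdkn1b, 3 genes were lower past a p of 0.01 and 2-fold in limma (Fisher's exact test, odds ratio 1.10, adjusted p = 0.773). They are named here after their values were seen. Epb41 had a log2 ratio of -1.57, with -1.25, -2.33 and -1.11 on replicates 1 to 3, and Pdlim4 one of -1.16. Svil was lower at 2 probes, with log2 ratios of -1.38 and -1.29. At the Cdkn1b probe listed under NM_009875, intensities were 38.2, 57.4 and 57.8 in the miR-221m RNA and 30.7, 11.0 and 17.3 in the miR-221 RNA, which is above background on 1 of 3 arrays in the latter. At the probe listed under AK169586 they were 4690, 1682 and 1920 in the miR-221m RNA and 1961, 1789 and 1852 in the miR-221 RNA. The remaining probe, also listed under NM_009875, was not above background in either RNA. No probe sequences were at hand to assign these probes to splice variants.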

Analyzing the data from our transcriptome profiling, we found that in the ‘cytoskeleton’ group of downregulated genes, the top candidate, most downregulated gene was *Cdkn1b* (p27^Kip1^), and specifically the one splice variant that can be regulated by miR-221/-222 (as we previously described in [8]). While p27^Kip1^ is a cell cycle inhibitor with a well established role in cell cycle progression at the G1-S transition, it has also been shown that cytoplasmic p27^Kip1^ plays an important role in cell motility and migration, and that p27^Kip1^-deficient fibroblasts fail to form long cellular protrusions, assume an overall rounded shape [34] and show reduced migration [35]. To assess whether miR-221-dependent down-regulation of p27^Kip1^ may have a role in regulating 3T3 and mast cells shape and cytoskeleton, we therefore performed a knockdown of p27^Kip1^ in 3T3 cells using siRNAs (Figure 7). Efficiency of transfection and p27^Kip1^ knockdown were evaluated by transfection and FACS analysis of a fluorescent ds-oligo (siGLO) and by Western blot, respectively (data not shown and Figure 7A). It has to be noted that the efficiency of transfection was at the most ∼70%, so that the residual protein observed in Western blot may in part be due to the fact that some cells still expressed significant levels of p27^Kip1^. However, the knockdown of p27^Kip1^ did not alter the overall cell-cycle profile of 3T3 cells (Figure 7B), and the cells did not show any particularly altered shape, apart from a slight increase in the percentage of cells that were smaller and more rounded (Figure 7, panels C and D). Although this effect was fairly modest (even in the experiments with the strongest downregulation of p27^Kip1^ only <15% of the cells were counted as ‘small and round’, compared to the controls), it was in line with what was previously reported for *Cdkn1b*-deleted fibroblasts. Indeed, p27^Kip1^ KO fibroblasts were shown to have a rounded shape with no alterations in the cell cycle [34]. Most importantly, the knockdown of p27^Kip1^ did not recapitulate the phenotype we observed in miR-221 overexpressing 3T3 cells, as cell cycle and cellular shape were either unaltered or completely different from what we observed in miR-221-transduced cells, suggesting (as indeed indicated by our Sylamer analysis), that the effect of this miRNA is composite and goes through the down-modulation of multiple targets.

**Figure 7:**
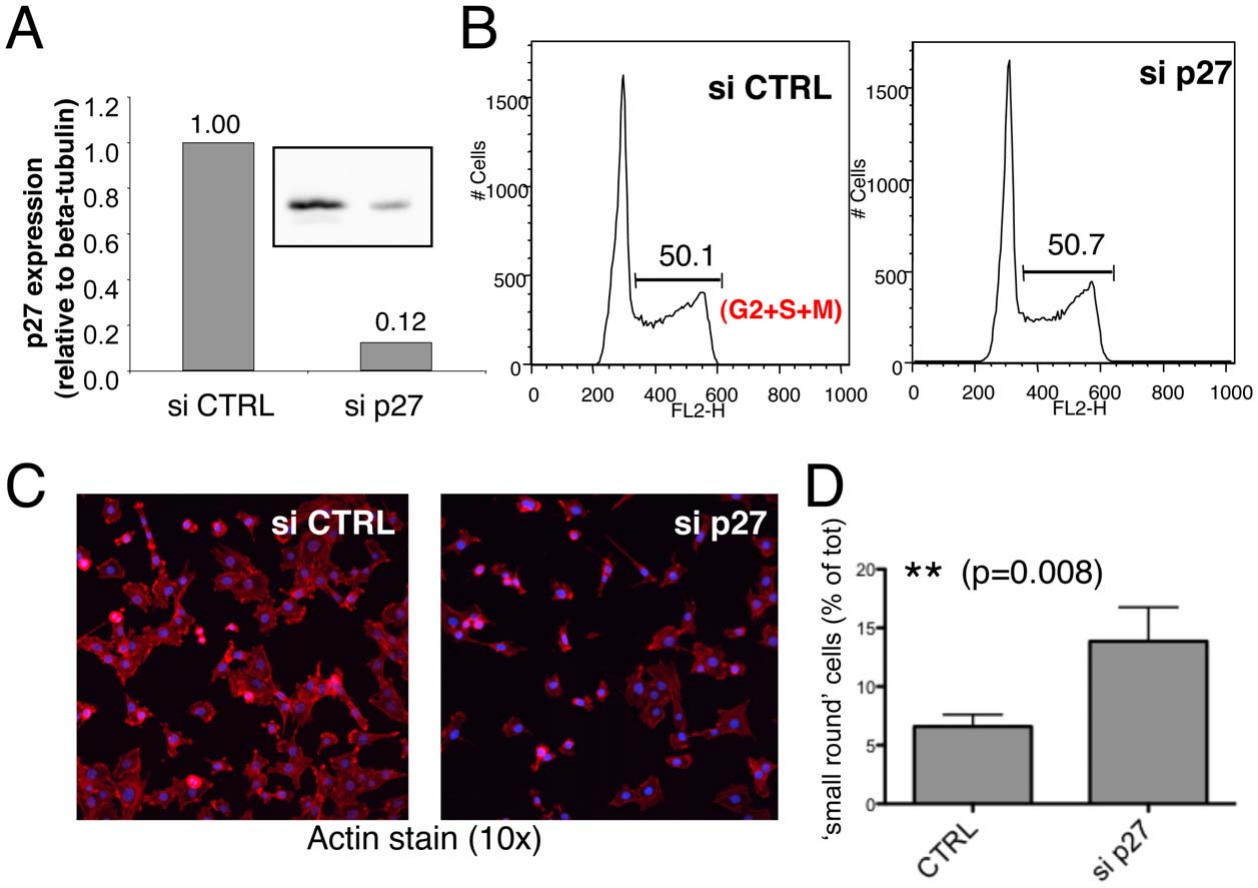
Knockdown of the miR-221 target p27^Kip1^ does not recapitulate the composite effects of miR-221 expression. **A**) 3T3 cells were transfected with siRNA oligonucleotides against p27^Kip1^ (si p27) or with a non-targeting control (si CTRL). 48–72 h later cells were collected and lysed for Western blot analysis. Shown is the quantification (against β-tubulin, used as loading control) of one representative blot; the actual blot for p27^Kip1^ is shown in the inset. Efficiency of transfection ranged between 50–70% depending on the experiment, with a downregulation of protein expression as assessed by Western blot that ranged widely between 0.05–80% of the levels of control, with the latter case (highest expression, minimal knockdown) showing no phenotypic effect. **B**) 3T3 cells as in A) were trypsinized to single-cell suspension, fixed in ethanol and stained with propidium iodide for cell-cycle analysis. **C**) Cells as in A) were seeded on coverslips and allowed to adhere overnight prior fixation with 4% paraformaldehyde and staining with phalloidin-AlexaFluor-594. Nuclei were counterstained with DAPI (blue). **D**) Quantification of the percentage of ‘small, round’ cells observed in an experiment as in C). For each sample, 8 random fields were counted, at a magnification of 10x.

Although the mechanisms underlying the role of miR-221 specifically in mast cells in both resting and stimulated conditions will require further investigation and will be the subject of future work, our data show that the effect of this miRNA goes through the alteration of the levels of many targets in the mast cell transcriptome, that it has important roles in regulating mast cell physiology, and finally that at least some of its biologic effects in resting cells may be explained by alterations in the actin cytoskeleton of mast cells.

## Discussion

Although mast cells have a long lifespan, accumulation of a large mast cell burden *in vivo* is usually not observed. Thus, a homeostatic mechanism must exist to limit differentiation and accumulation of mast cells in peripheral tissues, both during basal maintenance, and during mast cell hyperplasia in inflammatory processes [36]. MiR-221 is a likely candidate as a regulator of mast cell functions: we previously showed that it is transcriptionally induced upon mast cell activation, and that it contributes to the modulation of proliferation in unstimulated mast cells [8]. We now showed that miR-221 may have more ubiquitous effects to fine-tune proliferation and actin cytoskeleton in cells as different as resting mast cells and fibroblasts. On the other hand, miR-221 also influenced many other features of differentiated mast cells, including cytokine production, migration, adhesion and survival upon withdrawal of essential cytokines (Supplementary Figure S3), all mechanisms that may be involved in regulating tissue accumulation and resolution of hyperplasia upon eradication of inflammation *in vivo*.

While we were able to show that at least some of these effects may be linked to a miR-221-dependent regulation of the actin cytoskeleton in mast cells, this miRNA may have both ‘housekeeping’ functions, active in different cell types, like the regulation of the cytoskeleton and cell cycle, but also cell-specific effects on targets such as KIT and CD25 that are expressed by mast cells but not fibroblasts. As for targets, our arrays data and bioinformatics analysis showed that expression of miR-221 led to the downregulation of 343 genes, many of which are likely to be primary targets, containing the miR-221 seed-complementary sequence in their 3′UTR. For this reason, we think that the effect of miR-221 in resting mast cells may be composite and due to small alterations of many genes in the transcriptome. However, since we did not perform knockdown of every individual potential target, the possibility remains that the effect of miR-221 in mast cells and fibroblasts might be mediated by the downregulation of one or few predominant genes that we were so far unable to identify. Yet, although levels of p27^Kip1^ in miR-221 overexpressing fibroblasts were very low, the individual knockdown of this protein led to a phenotype that somewhat resembled the phenotype of p27^Kip1^-deleted fibroblasts, but did not resemble in any way the phenotype of miR-221 overexpressing cells, suggesting that miR-221 target regulation is more complex then the downregulation of one predominant target.

While it is clear that miRNAs regulate many different cellular processes, understanding the details of the functions of individual miRNAs remains challenging. Indeed, as in the case of miR-221 and -222, miRNAs are frequently present as families of redundant genes. MiR-221 and -222 share the same seed sequence (Figure 1B), and should recognize the same targets [9]; although most of the experiments shown here were performed primarily with miR-221, we also performed experiments using miR-222-expressing vectors, which always gave results similar to miR-221, both in mast cells and in fibroblasts (not shown). Another difficult aspect of dealing with miRNAs is that each miRNA has many potential targets with disparate functions, with no means to decide a priori which is the most meaningful and therefore worthy of experimental validation. Finally, the degree of target downregulation is typically less than 50% [29], [37], and understanding which fraction of the miRNA:target interaction is actually relevant for a biological response remains a challenging task. In our hands, p27^Kip1^ was a striking example of this phenomenon, as while it was downregulated very strongly upon miR-221 expression, its knockdown did not recapitulate the complex effect of miR-221 expression.

Although clearly able to regulate some general cellular features, such as cell cycle and cytoskeleton in resting mast cell, we speculate that miR-221/-222 may also be part of a mechanism that contribute to mediate many of the changes that occur in mast cells upon stimulation. Specifically, miR-221 may have a ‘housekeeping’ function in resting mast cells, where it is expressed at low, basal levels, and contributes to the regulation of the cell cycle and cytoskeleton. Vice versa, miR-221 is also transcriptionally activated upon stimulation, and in this case it would contribute to the regulation of cell-type specific, FcεRI-dependent mechanisms, such as cytokine production, degranulation and cell adhesion. In this perspective, it is important to highlight that although transcription of *pri-miR-221-222* starts early upon IgE stimulation, mature miR-221 accumulation occurs with a ‘slow’ kinetic (the peak of mature miRNA expression is reached at ∼24h after initial stimulation) [8]. We therefore speculate that the slow kinetic of accumulation of the mature form of miR-221 may actually contribute to a resting, but ‘activation-ready’ cellular state, that favors increased degranulation, adherence and cytokine production upon challenge (Supplementary Figure S4).

Indeed, mast cell stimulation normally leads to increased adherence and increased survival of the cells, which can be further activated by a secondary challenge [26], [38]. Upon secondary encounter with the antigen mast cells respond with increased degranulation and cytokine production (reviewed in [38]). Although such higher levels of degranulation and cytokine production are usually considered to be the result of increased levels of FcεRI, the fact that miR-221-expressing cells showed no perturbation of FcεRI expression and at the same time increased adherence (even in the absence of stimulation), increased degranulation as well as cytokine production suggests that miR-221 may contribute to such intensified cellular response upon secondary challenge. The processes mediated by this miRNA may also have a role in regulating mast cell homeostasis in tissues and possibly also in pathologic conditions. It will be therefore interesting to assess what is the role of miR-221/-222 *in vivo* in mouse models, both in terms of cell homeostasis at steady-state or upon sensitization and challenge with an antigen or with a pathogen, and this will be the subject of future work.

Along the line of a possible role of these miRNAs in mast cell-related diseases, we showed that miR-221 and miR-222 regulate levels of KIT expression in mast cells. Of note, KIT levels are often abnormally low in patients with indolent systemic mastocytosis, although the D816V gain-of-function mutation in KIT is present in most of these patients and is sufficient to cause indolent mastocytosis [39]. This downregulation of KIT expression is even more pronounced in poor prognosis systemic mastocytosis (i.e. systemic mastocytosis associated with a clonal hematopoietic disease, aggressive systemic mastocytosis and mast cell leukemia) [39], suggesting that multiple layers of regulation of this receptor may be acting in diseased cells. In this context, it will be interesting to assess whether miR-221/-222 could be part of a molecular mechanism involved in KIT regulation specifically in mastocytosis. Indeed, although the D816V mutation may be sufficient to cause indolent mastocytosis, other additional defects, that remain to be identified, are required to induce aggressive mast cell disorders, and may very well include dysregulated miRNA expression [40], [41], [42]. This is even more intriguing considering that CD25, which is so far the best available diagnostic marker for systemic mastocytosis with bone marrow involvement [32], [33], is also regulated by these miRNAs. While miR-221/-222 were already implicated in various human cancers for their effect on proliferation, we show here for the first time that these miRNAs also regulate mast cell adhesion, migration, and survival, all processes that may have implications in mastocytosis.

In summary, although miR-221 doesn't seem to affect mast cell differentiation, it influences many features of the biology of differentiated cells. Specifically, at basal levels, in resting conditions, these effects are likely to be linked, at least in part, to the regulation of the actin cytoskeleton and cell cycle, two features that are regulated by miR-221 independently of the cell type. However, upon mast cell stimulation, miR-221 may have some more cell type-specific, activation-dependent effects, influencing the extent of degranulation, adherence and cytokine production in response to IgE-antigen complexes. Although still speculative, we propose a model in which miR-221 would have two different roles in mast cells: in resting cells, it contributes to normal cell homeostasis through the regulation of the cell cycle and cytoskeleton, while upon induction following acute stimulation, it contributes to increase the strength of the response to antigenic challenge. Overall, our work provides new insights into previously unknown effects of miR-221 in mast cell biology, and may have important implications for our understanding of the molecular mechanisms underlying normal and pathologic mast cell conditions.

## Supporting Information

Figure S1 **MiR-221 expression can be regulated by the transcriptional repressor PLZF, but it has no role in BMMC differentiation.** **A**) Lineage depleted (Lin–, lacking surface expression of CD5, CD45R, CD11b, Gr-1, 7-4 and Ter-119) and Lin+ bone marrow cells were either immediately used for RNA extraction or differentiated to mast cells in IL-3 containing medium [43]. Total RNA from Lin– derived mast cells was used to assess *Plzf* mRNA expression (*upper panel*) and miR-221 (*lower panel*). **B**) Differentiated BMMCs were lentivirally transduced to ectopically express PLZF. After puromycin selection for 48h, cells were either left untreated or were stimulated with 20nM PMA and 1 µM ionomycin for 24h, prior RNA extraction and analysis of *Plzf* and miR-221 expression. **C**) Lin– cells were transduced with the indicated vectors to either force (pAPM) or ablate (miRT) miR-221 expression, and were cultured for three weeks in the presence of IL-3 to allow mast cell differentiation. Cultures were analyzed weekly for the presence of mast cells (FcεRIα+ KIT+) by surface staining. Each point represents one independent experiment. Cells transduced with shLuc, miR-221 and miR-221m vectors were selected with 2 µg/mL puromycin, while cells transduced with the miRT vectors (empty, T-221 and T-221-222) were FACS-sorted for GFP expression. **D**) Total RNA was extracted from cells treated as in C) at the end of the differentiation period (percentage of FcεRIα+ KIT+ cells was greater than 90%), and expression of miR-221 was assessed by TaqMan qRT-PCR. SnoRNA202 was used as endogenous control, with levels of miR-221 expression set to one in the shLuc-transduced sample. Cells transduced with shLuc and miR-221 vectors were selected with 2 µg/mL puromycin, while cells transduced with the miRT vectors (empty, T-221 and T-221-222) were FACS-sorted for GFP expression.
(TIF) Click here for additional data file.

Figure S2 **MiR-221 expression does not significantly alter ERK phosphorylation in mast cells, but favors cytokine production.** **A**) Differentiated BMMCs transduced with the indicated vectors were sensitized with 1.5 µg/mL of IgE-anti-DNP for 15min on ice. After washing to remove unbound IgE, 200ng/mL of DNP-HSA were added, and the cells were immediately moved to a 37°C water bath for 5, 15 and 45min. Cells were subsequently fixed, permeabilized and stained with biotinylated anti-phospho-p44/42 MAPK (Erk1/2). The mean fluorescence intensity for each sample is indicated on the left. **B**) Cells as in A) were either left untreated or were stimulated for 5min with 1 µM ionomycin and 20nM PMA at 37°C, after which cells were fixed, permeabilized and stained with an anti-Erk1/2 antibody. The mean fluorescence intensity for each sample is indicated next to the histograms. Shown is one experiment out of two. **C)** BMMCs as in A) were stimulated with 1.5 µg/mL IgE-anti-DNP and 200ng/mL DNP-HSA for 3.5h at 37°C. To block export from the Golgi, brefeldin A (10 µg/mL) was added in the last two hours of stimulation. Cells were subsequently fixed, permeabilized and stained with anti-IL-6-PE and anti-TNF-α-PE-Cy7. One representative experiment out of three is shown.
(TIF) Click here for additional data file.

Figure S3 **MiR-221 expression favors mast cell survival in response to withdrawal of essential cytokines.** BMMCs were transduced with the indicated vectors and differentiated in the presence of IL-3 only (*top panel*) or IL-3 + 10ng/mL SCF (*bottom panel*) for three weeks, after which all cytokines were washed out of the culture medium for at least 24h prior evaluation of early cell death with annexin V and 7AAD staining. Shown is the percentage of cells in early apoptosis (annexin V+ 7AAD–).
(TIF) Click here for additional data file.

Figure S4 **A ‘dual’ role for miR-221 in mast cells.** Speculative model of the possible roles of miR-221 in mast cells. At resting state, basal levels of miR-221 expression would regulate homeostatic mechanisms such as the cell cycle and cytoskeleton. These effects are not necessarily cell type-specific, as they can be active also in fibroblasts, which also express miR-221. Upon mast cell activation, ‘early’ effects include the release of preformed mediators from the cytoplasmic granules and the *de novo* synthesis of other mediators, including a broad panel of cytokines. The peak of accumulation of mature miR-221 is instead a ‘late’ event upon cell stimulation, and we speculate that it may contribute to the strength of the response upon secondary challenge, with increased degranulation, cytokine production and cell adherence.
(TIF) Click here for additional data file.

Methods S1 (DOC) Click here for additional data file.

# Supplementary material for: MiR-221 Influences Effector Functions and Actin Cytoskeleton in Mast Cells
**Source:** PLoS One. 2011 Oct 12;6(10):e26133. doi: 10.1371/journal.pone.0026133
**Supplement:** Methods S1

**Supporting Information**

**Supplementary Methods**

**Plasmids.** Murine Plzf was provided by Wilfried Ellmeier [1], and it was subcloned into the scALPS vector [2] using standard cloning techniques.

**Cell cultures.** Lineage-negative (Lin–) cells [3] were enriched from bone marrow using a lineage-depletion kit (Miltenyi Biotec) and cultured for 48h in serum-free media (StemCell Technologies) containing 100ng/mL SCF, 100ng/mL Flt3L, 50ng/mL TPO, 20ng/mL IL-3 (all from Peprotech), antibiotics; media was then changed to regular BMMC media.

**RT-PCR.** For semi-quantitative RT-PCR, total RNA (1g) was reverse transcribed using the iScript kit (Bio-Rad), before PCR amplification using the following primers: *PlzfFW*: 5’- CCTTTGTGTGTGATCAATGCGGTG; *PlzfRV*: 5’- TGGTGCTTGAGGCTGAACTTCTTG; *-actinFW*: 5’- GCAGCTCCTTCGTTGCCGGT; *-actinRV*: 5’- GGCTTTGCACATGCCGGAGC.

**Apoptosis detection.** Apoptosis was evaluated using the annexin V-PE apoptosis detection kit (BD-Pharmingen) following exactly manufacturer’s instructions.

**Intracellular staining.** For intracellular cytokine staining, cells were stimulated with 1.5g/mL IgE anti-DNP and 200ng/mL DNP-HSA in complete media for 3,5h at 37C. Brefeldin-A (10μg/mL, Sigma) was added in the last 2h of stimulation. Cells were then fixed in 4% paraformaldehyde for 10min at RT, and permeabilized with 0.5% saponin, 1% BSA in PBS, prior staining with fluorochrome-conjugated anti-cytokines antibodies (anti-IL-6, anti-TNF-, both from eBioscience) for 30min at RT. For intracellular staining of phospho-ERK, cells were sensitized with 1.5g/mL of IgE-anti-DNP for 15min on ice. After washing to remove unbound IgE, 200ng/mL of DNP-HSA were added, and the cells were immediately moved to a 37C water bath for an incubation time of 5, 15 and 45min. Alternatively, cells were stimulated with 1M ionomycin and 20nM PMA at 37C. Cells were subsequently fixed in 4% paraformaldehyde, permeabilized with 0.5% saponin, 1% BSA in PBS and stained intracellularly with biotinylated anti-phospho-p44/42 MAPK (Erk1/2) (Cell Signaling).

**Supplementary References**

1. Raberger J, Schebesta A, Sakaguchi S, Boucheron N, Blomberg KE, et al. (2008) The transcriptional regulator PLZF induces the development of CD44 high memory phenotype T cells. Proc Natl Acad Sci U S A 105: 17919-17924.

2. Neagu MR, Ziegler P, Pertel T, Strambio-De-Castillia C, Grutter C, et al. (2009) Potent inhibition of HIV-1 by TRIM5-cyclophilin fusion proteins engineered from human components. J Clin Invest 119: 3035-3047.

3. Kondo M, Wagers AJ, Manz MG, Prohaska SS, Scherer DC, et al. (2003) Biology of hematopoietic stem cells and progenitors: implications for clinical application. Annu Rev Immunol 21: 759-806.

How the deposited data were processed for this re-analysis (not part of the article)

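RNA of mast cells grown from bone marrow (BMMCs), which expressed miR-221 or its seed mutant miR-221m from the pAPM vector, was measured on 3 Agilent dual-color whole-genome arrays, 1 for each of 3 biological replicates. The labels and the axes of Fig. 3A give Cy5 to miR-221 and Cy3 to miR-221m on every array, and the signs of Kit and Il2ra in the paper go the same way as in the files. Each array compared the RNAs of 1 replicate, so the array is the unit of the test (n = 3).

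The authors deposited a table per array with 1 intensity per channel, on a linear scale, made with Agilent Feature Extraction, whose version the labels do not give. The deposited ratio divides the miR-221 intensity by the miR-221m intensity and is set to exactly 1 for 28.5%, 27.8% and 30.2% of probes on replicates 1 to 3. The deposited log10 ratio is the log10 of that ratio, the deposited error is on the same scale, and the deposited p-value is for the ratio on a single array, with an error model that is not stated. The deposited fold change is a signed score, the ratio where it is above 1 and minus its inverse where it is below 1. A further deposited table of the series holds ratios that differ from those of the arrays by at most 0.0005, with a median of 1 on each array and empty cells for probes with an outlier mark. Its scale and direction are therefore settled, and which centring was applied before deposit stays unknown.

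Background correction with normexp had been planned from mean signals and local backgrounds. The files hold neither column, so the deposited intensities were used as they are, and a limit of 3 times the negative control of the same array and channel took the place of the scanner's mark for signal well above background. The 93 control probes were left out. Log2 ratios were normalized by loess within each array (span 0.3, 4 iterations), and the 183 probes with an outlier mark on any array lost the value of that array. Probes above background in at least 1 channel on all 3 arrays were tested, 22576 probes for 15017 genes. The number of arrays and the signal over background limit the precision.

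The test was limma's moderated test of the 3 log2 ratios against 0 (limma 3.58.1, statmod 1.5.0, R 4.3.3), with 2.43 prior degrees of freedom and Benjamini-Hochberg adjustment over all probes tested. A gene was called when 1 of its probes had an adjusted p below 0.05, and a further count used an unadjusted p of 0.01 with a mean change of at least 2-fold, the limits printed in Fig. 3A. The text of the paper does not say how these limits were combined or which test gave the p-value, and its statistics paragraph names an unpaired test of means for the study as a whole, which is called the methods' t-test here. The value of a gene is that of its brightest probe, and other probes are given beside it for Cdkn1b, Il2ra, Igsf5 and Svil. Other probes of Creb5, Rps6kl1, Tmem176a, Gbp8, Mapk3, Fcer1g, Actb and Actg1 are not given. A probe not above background in 1 channel on all arrays has only a bound, which was computed from normalized channel values against the lowest signal above background and is open to dye bias.

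Probes were named through the accession in the file for 22951 probes, the accession in the probe table for 5860, the symbol in that table for 3257 and the name in the file for 2370, and 6736 probes have no symbol. The probe table lists 31339 probes, each with 1 symbol. Accessions were matched to RefSeq genes of GRCm38.p6, of which only the names were used. Zbtb16 was not analysed here.

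The genes named are those the paper names as measured in mast cells, the other FcεRI subunits, the cytoplasmic actins, and the 5 genes with the largest increase and the 5 with the largest decrease at an unadjusted p of 0.01 with the same sign on all arrays. Of the genes the paper names, 1 is not reported here. The part of that rule on genes with a seed site was not used, since no 3′UTR sequences were at hand. Enrichment of seed words, the shift of genes with a seed site and a test of the GC content of probes were not analysed here for the same reason. GO categories and predicted targets were not used either.

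Gene families (cytoskeleton, cell cycle, adhesion, and as descriptions mast cell and ribosomal protein) were formed from patterns of gene symbols. They were compared with all other tested genes by Fisher's exact test of the genes past the limits of Fig. 3A, and by camera in limma with a preset correlation of 0.01 and with an estimated one. Lists of marker genes for macrophages or monocytes, neutrophils or granulocyte precursors, erythroid cells, megakaryocytes or platelets, basophils, B cells, T cells, dendritic cells, the interferon response and mast cell activation were written before their ratios were computed.

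The alternatives were the deposited log ratio centred on its median, the series table, median centring in place of loess, no filter on dim probes, signal above background in both channels, spots with an outlier mark kept, array weights, a separate-channel fit with an intraspot correlation of 0.0143, the channels as unpaired groups without the replicate block, the methods' t-test, other thresholds, probes counted in place of genes, the mean over all probes of a gene, and each replicate left out in turn. Chosen after seeing the data were a limit of 10 times the negative control, an offset of 50 added to both channels, a rule on at least 2 of the 3 arrays, and the Cdkn1b probe listed under its RefSeq transcript.

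The fit was tested on simulated data for the 22576 probes, with 100 genes changed by a log2 ratio of 1 and 100 by 2. With the spread of each probe as measured, 0% of either size were recovered at an adjusted p of 0.05, and 37% and 86% at an unadjusted p of 0.01 with 2-fold, with 103 unchanged genes called. With a smaller spread, 62% and 90% were recovered at an adjusted p of 0.05.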

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

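The tests of the Y-linked transcripts and of the other Igsf5 probe were chosen only after the result was seen, and no test was planned for these results.

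Transcripts of the Y chromosome were measured on 1 of the 3 arrays, a signal the paper does not report on. All 4 Y-linked genes looked at (Ddx3y, Eif2s3y, Kdm5d and Uty, named after their values were seen) were above background on replicate 3, at 5 of their 7 probes and in both RNAs, and 0 were above background on replicates 1 and 2. Xist went the opposite way, with 4 of 4 probes above background on replicates 1 and 2 and 0 on replicate 3. The labels give female animals for all samples. The brightest Xist probe on replicate 3 stood at 0.0181% of its mean on replicates 1 and 2, which argues against a mixture of male and female cells in which female cells held a measurable share; the limit of background there is 0.0673% of that mean. The 0 Xist probes above background on replicate 3 are consistent with cells of a male animal in both cultures of that replicate, a hypothesis that rests on the data it was found in. Both RNAs of the array carry the transcripts, with log2 ratios between -0.35 and 0.54 at the probes above background, so a sex difference between the cultures of replicate 3 was not seen. Whether the label or the animal differs cannot be read from the arrays, and the labels name no condition that would explain it biologically. Xist was also lower in the miR-221 RNA of replicate 2, by log2 ratios from -1.47 to -0.91 at its 4 probes, and ranged from -0.28 to 0.51 on replicate 1. No explanation was tested for that difference.

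Igsf5, a gene outside those the paper discusses, was selected as higher by the rule for named genes. It was not above background in the miR-221m RNA on any array, so the computed mean log2 ratio of 4.59 has no measured lower side; the values support an increase of at least 12.3-fold and no rank among the higher genes. Its adjusted p in limma was 0.241, and it lay between 0.00399 and 0.0148 under array weights, without replicate 1 and without replicate 2, with 0.469 as the highest value, without replicate 3. A dye bias of this single probe was weighed with the other tested Igsf5 probe, which was higher on 2 of 3 arrays and lower on replicate 2, with a computed mean of 1.77. The miR-221m RNA was above background at that probe on replicate 2 only, so the values of replicates 1 and 3 and the mean are not measured on both sides, and dye bias and a change in the mRNA cannot be told apart from it. Expression of miR-221 is the condition the design names, and it stays among the open explanations.

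Plac8, also outside the genes the paper discusses, was selected as lower by the same rule, with a mean log2 ratio of -4.69 with -5.75, -3.31 and -5.02 on replicates 1 to 3 (adjusted p = 0.241 in limma). Both RNAs were above background on all 3 arrays, and the mean ranged from -5.38 to -4.16 with each replicate left out. The arrays carry only 1 probe for it, so a dye bias of that probe was not tested and stays open, as does an effect of miR-221.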

How the results depend on the processing

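The alternatives given here were chosen before the data were examined, except the limit of 10 times the negative control, the offset added to both channels, the rule on at least 2 arrays and the RefSeq probe of Cdkn1b, which are tests chosen only after the result was seen. Where a value moved and no reason is given, the cause was not tested.

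At an adjusted p of 0.05 limma called 0 genes higher and 0 lower, with 1163 and 1168 genes at an unadjusted p under 0.05. The counts moved to 2932 and 3529 with array weights, and to 1 and 0 in the separate-channel fit and without the replicate block. With each replicate left out they ranged from 0 to 1760 higher and from 0 to 2665 lower genes. The highest counts came without replicate 1 (1760 and 2665), and without replicate 2 they were 23 and 10. All other alternatives that gave a count, the methods' t-test after adjustment and an adjusted p of 0.01 among them, gave 0 in both directions. Turning the signs of the arrays in all 4 ways called 0 genes each time, 0 as measured and 0 at most otherwise; 4 of 4 patterns reach a count of 0 by construction, so this comparison says nothing about chance. In simulated data with the measured spread the fit called 0% of changed genes at this threshold, and with a smaller spread it called 62% at a log2 ratio of 1, so the count depends on the spread between the arrays and not on their number alone.

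At an unadjusted p of 0.01 and 2-fold, 252 genes were higher and 157 lower. Higher and lower genes numbered 565 and 873 with array weights, 122 and 68 by the methods' t-test, 161 and 74 at 2-fold on each array, 140 and 64 with the offset, and 397 and 344 probes by the rule on at least 2 arrays. Lower genes fell to 84 with median centring and 104 at 10 times the negative control, where fewer probes were tested, and were 324 by the rule on at least 2 arrays counted in genes. Leaving out a replicate gave 131 to 626 higher and 54 to 1254 lower genes, with 626 and 1254 without replicate 1 and 131 and 54 without replicate 3. Without replicate 1, 234 of the 252 higher and 137 of the 157 lower genes were among them, and without replicate 3, 108 and 38. Higher genes were 61.6% of those past the limits, 81.1% with median centring, which moved the median of all probes to 0.13, 39.3% with array weights and 33.3% without replicate 1. Of the 4 sign patterns of the arrays, 1 reached the measured 409 genes. The pattern with replicate 1 turned gave 407, with replicate 2 turned 26 and with replicate 3 turned 3. The count thus fell where replicates 2 and 3 were set against each other and held where only replicate 1 was turned. Chance cannot be excluded by 4 patterns.

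The replicate block is inherent in the ratio of a pair of RNAs on 1 array. Without the replicate block, 1 gene was called higher and 0 lower, and 257 and 153 passed the unadjusted limits, of which 199 and 109 are among those of the blocked fit. The correlations of the deviations of same-numbered RNAs were -0.15, 0.01 and 0.54 on replicates 1 to 3, and both RNAs of replicate 3 carry Y-linked transcripts, so the number pairs the RNAs at least on that replicate. It changed no call of Kit, Il2ra or Cdkn1b.

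Kit passed an adjusted p of 0.05 in limma with array weights (-0.96, adjusted p = 0.00759) and without replicate 1 (-0.98, adjusted p = 0.0202), and Il2ra with array weights (1.23, adjusted p = 0.00816) and without replicate 1 (1.05, adjusted p = 0.0266). Over all alternatives the adjusted p of Kit ran from 0.00759 to 1.00 and that of Il2ra from 0.00816 to 1.00, and the direction was the same under each. Leave-one-out values ranged from -1.05 to -0.98 for Kit, 0.92 to 1.21 for Il2ra and -0.63 to -0.02 for Cdkn1b, which was lower under every alternative and passed an adjusted p of 0.05 under none; the rule on at least 2 arrays, which uses the deposited p-values, calls the dimmer probe listed under the RefSeq transcript, not the probe of these values. The 10 genes selected by the rule for named genes kept their direction under every alternative that tested them and passed an adjusted p of 0.05 with array weights, without replicate 1 and without replicate 2.

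Mapk3 passed with array weights (-0.70) and without replicate 1 (-0.95). Among genes with no called change, Tnf turned to -0.41 and Fcer1g to -0.050 with array weights, and Actb to -0.48 with array weights and -0.25 with marked spots kept. With each replicate left out, Fcer1a ranged from -0.23 to 0.41, Tnf from -0.87 to 1.29, Mapk3 from -0.95 to 0.056, Ms4a2 from -0.0077 to 0.29, Fcer1g from -0.011 to 0.069 and Actb from -0.53 to 0.66.

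The cytoskeleton family's shift ranged from -0.011 to 0.13 with each replicate left out, its odds ratio among higher genes from 0.872 to 2.79, that of the cell cycle family from 1.17 to 6.84, and that of the adhesion family from 2.82 to 4.34. The adhesion odds ratio was 2.08 with no filter on dim probes and 4.34 without replicate 3, no longer past the threshold in either, and among lower genes it ranged from 0.554 to 1.47 where a replicate left out gave a value. Cytoskeleton genes passed camera's and Fisher's thresholds only without replicate 2 (0.13 and 2.79), and the cell cycle family passed Fisher's only without replicate 2 (6.84). The cell cycle family passed camera with the preset correlation in each setting, with adjusted p from 5.77e-16 without replicate 2 to 0.0316 without replicate 1. Its shift ranged from 0.16 to 0.50 with each replicate left out. With the estimated correlation it did not pass in the main fit (adjusted p = 0.523). Over the alternatives, the adjusted p of higher genes ran from 0.00307 to 1 for cytoskeleton, from 1.95e-10 to 1 for cell cycle and from 0.0141 to 0.648 for adhesion. The adjusted p of 0.05 as a family threshold gave no value, since 0 genes passed it.

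Not run were both background alternatives, for which the files hold no mean or background signal, and all results on seed words with their alternatives, for which no 3′UTR sequences were at hand. Signal over background limits the rest: 20638 of the 22576 probes were above it in both channels on all arrays.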

Differences from the paper's values

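The rule on at least 2 arrays and the RefSeq probe of Cdkn1b are tests chosen only after the result was seen. The other alternatives were set before the data were examined.

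The paper's number of significantly upregulated genes is 397, and 252 genes were higher at an unadjusted p of 0.01 with 2-fold. The count came within 1.5 times the paper's under the deposited log ratio (282), the series table (282), median centring (361), array weights (565), without replicate 2 (307), the deposited p-value of 0.01 on all 3 arrays (281) and with probes counted (277). It did not with no filter (180), both channels above background (170), marked spots kept (254), without replicate 1 (626), without replicate 3 (131), no replicate block (257), the separate-channel fit (258), the methods' t-test (122) or 2-fold on each array (161).

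The paper's number of significantly downregulated genes is 343, and 157 were lower. None of the alternatives set before the data were examined came within 1.5 times that number; they ran from 54 without replicate 3 to 1254 without replicate 1. The paper's total is 740 genes, and 409 were found, with 185 to 1880 under the same alternatives, none of them within 1.5 times.

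A setting that does reach the paper's numbers counts probes that were at least 2-fold with a deposited p-value of 0.01 or less on at least 2 of the 3 arrays and had the same direction on all 3, with marked spots missing: 397 higher and 344 lower probes (358 and 324 genes), 741 probes in total. It was chosen after seeing the values and after 5 rules had been compared, it drops 0 of the 3 array genes the paper gives fold changes for, and the paper's methods do not state it. With marked spots kept it gives 399 and 344. Of these probes, 74.8%, 81.6% and 83.9% of the higher ones passed on replicates 1, 2 and 3 themselves, and 36.9%, 88.4% and 93.3% of the lower ones. With the sign of replicate 1 turned, the same rule gave 226 higher and 477 lower probes.

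The paper's fold change for Cdkn1b is -3.2, and the brightest probe gave -1.33. All alternatives set before the data were examined differ from it as well, from -1.74 as the mean over all probes to -1.02 without replicate 1. The probe listed under the RefSeq transcript, chosen after seeing the values, gave -2.92, and the mean of its 3 deposited signed fold changes is -3.21. At that probe the miR-221 RNA was above background on 1 of 3 arrays, so both values rest on signals that give only bounds on replicates 2 and 3. That choice drops 0 of the paper's called items, since Kit and Il2ra are measured by other probes. For Kit the paper's value is -2.0 and -2.02 was found, and for Il2ra 2.1 and 2.09, neither of which differs.

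The paper calls Kit, Il2ra and Cdkn1b changed, and none of them passed an adjusted p of 0.05 in limma. Array weights and the fit without replicate 1 call Kit and Il2ra, and the rule on at least 2 arrays, chosen after seeing the values, calls all 3, Cdkn1b at the probe listed under the RefSeq transcript. The paper names Cdkn1b as the most strongly reduced gene of its cytoskeleton group, and specifically a splice variant open to regulation by miR-221 and miR-222. Here its brightest probe had a log2 ratio of -0.41 and Epb41 one of -1.57, in a cytoskeleton family formed by gene symbols, which is not the paper's group. Probes could not be assigned to splice variants, so the value of -0.41 may belong to a variant other than the paper's. The Cdkn1b probe listed under the RefSeq transcript has only bounds on 2 of 3 arrays and gives no order against Epb41.

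Table 1 lists cell cycle, adhesion and cytoskeleton among the enriched categories of upregulated genes. In families formed by gene symbols, adhesion genes were more frequent among higher genes (odds ratio 4.65, adjusted p = 0.0162 by Fisher's exact test). They stayed more frequent without replicate 3 (odds ratio 4.34, 3.61% against 0.857%), but no longer passed an adjusted p of 0.05 (0.216). With no filter on dim probes the odds ratio was 2.08, which did not pass either (adjusted p = 0.648). Cell cycle genes did not pass (odds ratio 0.634, adjusted p = 0.773), although their median log2 ratio lay 0.43 above that of other genes (0.16 without replicate 1). Cytoskeleton genes did not pass (odds ratio 1.87, adjusted p = 0.259). Without replicate 2 cell cycle and cytoskeleton genes both passed, with odds ratios of 6.84 (adjusted p = 1.95e-10) and 2.79 (adjusted p = 0.00307).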

Other observations

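The tests of replicate 1, of the cell cycle genes, of the probes lower on replicate 1 and higher on replicate 2, of Adgre1 and of dye bias by direction were chosen only after the result was seen, and those of dye bias at all genes past the unadjusted limits and of the dimmer Cdkn1b probe were set before.

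Ratios of replicate 1 stood apart from those of replicates 2 and 3. An exchange of dyes or labels on replicate 1 would give clearly negative correlations, and the lower of its correlations with the others was -0.061. Noise of dim probes would fade among bright ones, and in the 5644 brightest probes (25% of those tested) the higher of the correlations was 0.084, against 0.82 between replicates 2 and 3. Pairs of probes for the same gene correlated at 0.70 on replicate 1, 0.44 on replicate 2 and 0.55 on replicate 3 (5280 pairs), so the ratios of replicate 1 were repeated between probes. The miR-221m RNA of replicate 1 had the lowest mean correlation with the other 5 RNAs, 0.959 against 0.971 to 0.978. What stays open is a difference between the cultures of that replicate, which the labels do not describe.

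Cell cycle genes were higher on replicate 1 by a median of 0.87 against all other genes. In the miR-221m RNA of replicate 1 their median lay at -0.63 against the other miR-221m RNAs, and in the miR-221 RNA of that replicate at 0.19. This is consistent with fewer cycling cells in the miR-221m culture of replicate 1, a hypothesis found and tested on the same arrays; an effect of miR-221 on the cell cycle in that replicate was not told apart from it. Of 370 probes that were higher by 2.5 or more (log2) on replicate 1 and within 1.5 on the others, 20.8% belong to the family, against 1.41% of all tested probes. Mki67, Top2a and Ccnb1, chosen after their values were seen, had log2 ratios of 3.54, 3.64 and 3.86 on replicate 1, of 0.16, -0.24 and 0.81 on replicate 2 and of 0.26, 0.17 and 0.89 on replicate 3. With the family left out, the correlations of replicate 1 with replicates 2 and 3 were -0.07 and 0.15, so these genes alone do not set replicate 1 apart.

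A set of 39 probes for 39 genes was lower by 3 or more on replicate 1 and higher by 1.5 or more on replicate 2, with median log2 ratios of -3.61, 3.03 and -0.40 on replicates 1 to 3. The limits were chosen after the pattern was seen, and with the opposite signs 6 probes passed them, with both lower 13 and with both higher 26. Median intensities of the 39 probes were 2732 in the miR-221m RNA of replicate 1 and 886 in the miR-221 RNA of replicate 2, against 87 to 219 in the other RNAs. A change in the mRNA of each gene would show at its other probes. Of 37 such probes only 14, for 12 of the genes, were above background, and 0% of the 14 had the same profile, which argues against regulation as the cause for these 12 genes. For the other 27 genes no further probe was above background, so regulation stays open; a shared RNA that binds many probes is a possible explanation, which was not tested, since no probe sequences were at hand.

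Dye bias of single probes was tested at the genes past the unadjusted limits. Of 164 other probes above background for the same genes, 83.5% had the direction of the probe past the limits, against 70.1% for any pair of probes of a gene, which argues against a bias of single probes as the whole cause over all these genes. For higher genes the share was 90.2% (82 probes), and the median log2 ratio of the other probes was 0.70 beside 1.33 at the probes past the limits. For lower genes it was 76.8% (82 probes), close to the share for any pair, and the median was -0.35 beside -1.18, so a bias of single probes stays open for lower genes, and part of the size of the change at single probes was not repeated in either direction. A dye effect on a whole transcript, which no dye exchange was there to remove, stays open.

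The dimmer Cdkn1b probe, listed under the RefSeq transcript, was lower than the brighter one. Of 1155 probes of like brightness, 10 had a mean log2 ratio as low, which is 0.866%. The limit set for this test was 5%, but the miR-221 RNA was not above background at this probe on replicates 2 and 3, so its mean rests on bounds, and noise of a dim probe stays open. The splice variants of Cdkn1b could not be assigned to probes, so a difference between variants was not tested.

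Adgre1, chosen after its values were seen, had log2 ratios of 4.06 and 2.75 on replicates 1 and 2, and of 3.64 on replicate 3, where its miR-221m signal was not above background. Macrophages in the miR-221 cultures would raise their transcripts together, and of the 15 genes of the macrophage or monocyte list, 9 of which were above background, 2 were higher by 1 or more on all 3 arrays (Adgre1 and Fcgr1). The median of that list was 0.17, 0.67 and 0.07, and genes of the list with low intensities in the miR-221m RNA did not rise with Adgre1, such as C1qb (0.06, 0.52 and 0.02) and Cd14 (-0.70, 0.12 and -0.26), which argues against macrophages as the whole cause; Cd68 (2.88, 1.19 and 0.73) went with Adgre1. A lower share of mast cells, with all other cells in their place, would raise the lists of all other cells alike. The erythroid median was -0.17, -0.83 and -1.10, with a mean of -0.70 (-0.70, -0.83 and -0.63 for its brightest gene, Epor, and 0.49, -0.72 and -1.16 for Hba-a1). Mast cell genes were lower by a median of -0.27. The lists of other cells moved apart, which argues against a rise of all other cells alike. Some kinds of cells alone could take the place of mast cells, which this test cannot exclude. A lower share of mast cells therefore stays open, and so does an effect of miR-221, which was not tested.

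The medians of the other lists on replicates 1 to 3 were -0.36, 0.33 and 0.60 for neutrophils or granulocyte precursors, 0.09, -0.17 and -0.31 for megakaryocytes or platelets, -0.07, 0.08 and 0.05 for basophils, 0.71, 2.15 and 1.22 for B cells, 0.26, 0.43 and 0.44 for T cells, 1.20, 1.18 and 0.70 for dendritic cells, -0.020, -0.19 and 0.21 for the interferon response and 0.59, -0.02 and 0.30 for mast cell activation. Of the activation genes, named after their values were seen, Egr1 (2.32, -1.34 and -0.68), Egr2 (4.19, -2.35 and -0.96), Fos (1.59, -2.22 and -0.92) and Tnf (2.90, -1.41 and -0.33) were higher on replicate 1 and lower on the others. Il6, Il13, Il4, Ccl1, Ccl3 and Ccl4 had log2 ratios above 0 on all 3, some of them close to no change. Values were 2.05, 0.42 and 2.23 for Ccl4, 0.58, 0.35 and 0.28 for Il6 and 0.61, 0.15 and 0.77 for Il13. They were 0.09, 0.71 and 0.69 for Il4, 0.02, 0.66 and 0.75 for Ccl1 and 0.08, 0.02 and 0.90 for Ccl3. Fosb and Nr4a1 were lower on replicate 2 only. The B cell, T cell and neutrophil lists had 2 genes each above background in at least 1 channel, with intensities of at most 96.3, 131 and 93.7. In the B cell list, Cd79b (2.10, 3.99 and 1.97) was not above background in the miR-221m RNA on any array. The B cell medians are therefore not measured on both sides. The basophil list had 3 genes above background, and its median on each array is the value of Cd200r3. Of the others, Mcpt8 was higher on all 3 arrays (2.11, 0.82 and 0.92) and Prss34 lower (-0.35, -0.30 and -1.25). The dendritic cell list had 3 genes above background. Of these, H2-Ab1 and Itgax were higher on all 3 arrays, and Cd74 had log2 ratios of -2.67, 1.77 and -0.03. No explanation was tested for these values.

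Families not tied to a claim of the paper were described in the same way. Mast cell genes (27) had a median log2 ratio of -0.27 against all other genes, with -0.07, -0.08 and -0.36 on replicates 1 to 3 (camera, adjusted p = 0.0657), and ribosomal protein genes (78) one of 0.31, with 0.31, 0.39 and 0.20 (camera, adjusted p = 8.14e-06). Both kept these directions under the deposited log ratio, the series table, median centring and the offset. With an estimated correlation between genes the unadjusted p of camera was 0.105 and 0.103, so neither passed.

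The paper reports FcεRI at the surface and cytokines of BMMCs by flow cytometry, which the arrays do not measure. The mRNAs in unstimulated cells had mean log2 ratios of 0.05 for Fcer1a (-0.65, 0.61 and 0.20 on replicates 1 to 3), 0.18 for Ms4a2 and 0.02 for Fcer1g, of 0.40 for Il6 (0.58, 0.35 and 0.28) and 0.39 for Tnf (2.90, -1.41 and -0.33), and of -0.38 for Mapk3 (0.75, -1.25 and -0.64). Among the cytoplasmic actins, Actg1 had 0.69 (1.53, 0.06 and 0.48) and Actb 0.06, with 1 spot left out. The adjusted p in limma of these genes lay between 0.468 and 0.971.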
